# Quiescent neural stem cells transiently become neuron-like to coordinate long-range reactivation

**DOI:** 10.1038/s44318-026-00775-3

**Published:** 2026-04-24

**Authors:** Laura-Yvonne Gherghina, Jocelyn L Y Tang, Leo Otsuki, Leia Judge, Andrea H Brand

**Keywords:** Neuroscience, Stem Cells & Regenerative Medicine

## Abstract

Reactivation of quiescent neural stem cells (NSCs) in the central nervous system (CNS) is a tightly controlled process that generates new neurons and glia to maintain homeostasis or enable repair post-injury, but it remains unclear if reactivation of distinct NSC populations is coupled. Here, we discovered that NSC quiescence exit in *Drosophila* follows a hierarchical sequence, whereby activation of anterior stem cells in the brain lobes precedes and is required for the timely state-transition of more posterior NSCs in the ventral nerve cord. To achieve this, quiescent NSCs transiently activate neuronal genes. This transient neuronal state is temporary and specific to NSC dormancy, as neuronal genes are switched off after stem cells resume proliferation. Blocking neuronal firing in brain lobe neurons delays the onset of posterior NSC reactivation. Our results reveal long-range communication between quiescent NSCs to coordinate reactivation across the CNS, enabled by a transient, plastic neuron-like state that allows direct interaction with neuronal axons.

## Synopsis

Quiescent neural stem cells (NSCs) are activated in response to physiological signals, but it remains unknown if reactivation of distinct NSC populations is coupled. This study uncovers non cell-autonomous spatiotemporal coordination of NSC reactivation in the *Drosophila* central nervous system, which requires transient adoption of neuron-like identity and communication with neurons.

- NSCs exit quiescence in sequential order along the anterior-posterior axis in the *Drosophila* brain lobes, with posterior NSC activation depending on prior activation of anterior NSCs.
- During quiescence, NSCs transiently upregulate a neuronal gene signature, which is switched off upon reactivation.
- The synaptic proteins  Hig and Hasp are required for timely NSC reactivation.
- Neuronal activity in the brain lobe is required for non-autonomous reactivation of posterior qNSCs.

## Abstract (web summary)

Neural stem cell exit from dormancy is spatially coordinated and relies on acquisition of temporary neuron-like properties.

## Introduction

Quiescence is an actively maintained state of reversible cell cycle arrest: cells stop proliferating and remain stalled in either the “G_0_” or G_2_ phase of the cell cycle (Otsuki and Brand, 2018; Buzgariu et al, 2014; Nguyen et al, 2017; Urbán et al, 2019). Both developing and adult tissues maintain pools of quiescent stem cells (de Morree and Rando, 2023). Cell cycle re-entry (reactivation) of quiescent stem cells occurs during growth and in response to physiological stimuli, to generate, or replace, differentiated cells. The ability of stem cells to generate new progeny raises the prospect of manipulating stem cells in vivo for brain repair or regeneration. To achieve this aim, however, requires knowledge how qNSCs respond to reactivation cues, which may be differ between spatial niches and across developmental time (Chaker et al, 2024).

Quiescent neural stem cells (NSCs) have been shown to reactivate in response to various signals, such as insulin signaling (Chell and Brand, 2010; Sousa-Nunes et al, 2011) or neuronal stimulation (Dittmann et al, 2025). However, little is known about how the reactivation state of individual NSCs may influence the behavior of other NSCs. In the adult mammalian brain, qNSCs lining the V-SVZ occupy distinct spatial niches that show differential responses to external stimuli (Chaker et al, 2024). However, it is not known whether qNSCs in different spatial niches cross-communicate with each other. Similarly, in the *Drosophila* central nervous system (CNS), NSCs are located in three major spatial niches along the anterior-to-posterior axis: brain lobes, thoracic ventral nerve cord (VNC), and abdominal VNC. Upon feeding, NSCs reactivate in response to glia-derived insulin signaling across the CNS (Chell and Brand, 2010; Sousa-Nunes et al, 2011). However, it is not known whether the subsequent exit from dormancy is intrinsic to each NSC or whether non-cell-autonomous signals exist between spatially defined NSC populations in the CNS.

NSCs are distributed across the CNS, raising the question of how NSC reactivation is coordinated temporally and spatially. NSCs undergo a dramatic morphological change during quiescence, extending projections into the axon-dense neuropil (Truman and Bate, 1988; Chell and Brand, 2010). Upon reactivation, the NSCs retract these projections and resume asymmetric cell division to produce neurons and glia (Truman and Bate, 1988; Tsuji et al, 2008). The qNSC projection is extended toward the neuropil, raising the possibility that qNSCs might communicate with neurons. Neuronal activity is known to influence NSC proliferation in the mammalian NSC niches as changes in membrane potential, neuronal electrical activity, or neurotransmitter release can modulate the proliferation of neural progenitors (Dittmann et al, 2025). However, the relationship between neuronal signaling and the spatiotemporal coordination of NSC reactivation is unknown.

Here, we show that reactivation of qNSCs relies on communication with neurons, which mediate the relay of reactivation in a temporally and spatially defined sequence. This enables NSCs to coordinate their reactivation across the entire central nervous system, from the brain lobes to the nerve cord. We found that, whilst maintaining the expression of stem cell genes, qNSCs adopt a neuronal morphology and express a host of neuronal genes. We show that the synaptic protein Hig is present along the NSC projection and is required for reactivation. Our results uncover qNSC plasticity that allows for neuronally mediated coordination of timely reactivation between spatial niches.

## Results

### NSCs reactivation occurs in an anterior-to-posterior sequence

During *Drosophila* development, neural stem cells enter quiescence in late embryogenesis and reactivate in early larval development in response to nutrition, giving rise to neurons and glia that contribute to the adult nervous system. We previously found that 75% of NSCs arrest in the G_2_-phase of the cell cycle, and the remaining 25% arrest in G_0_ (Otsuki and Brand, 2018). We showed that heterogeneity in NSC cell cycle arrest leads to differences in reactivation timing, with G_2_-arrested cells reactivating much earlier than their G_0_-arrested counterparts (Otsuki and Brand, 2018).

In early larval development, feeding induces the secretion of insulin-like peptides from a glial niche, which leads to NSC reactivation from quiescence (Chell and Brand, 2010; Sousa-Nunes et al, 2011). qNSC reactivation initiates in response to feeding, beginning with cell growth (Fig. 1A). We sought to understand how qNSCs coordinate their timing of reactivation. We profiled the distribution of G_2_ and G_0_-arrested cells in the brain lobes and the VNC. We found that the 3:1 ratio of G_2_/G_0_ arrested qNSCs is maintained in the brain lobes and the thoracic VNC, whereas the abdominal NSCs are equally split between G_2_ and G_0_ arrest (Fig. 1B). We assessed reactivation based on expression of the protein Worniu (Wor). While the *wor* transcript is expressed in NSCs throughout development, Wor protein is only present in NSCs upon reactivation, prior to mitosis (Otsuki and Brand, 2018). We found that qNSCs reactivate first in the brain lobes (4 h after larval hatching—ALH), followed by qNSCs in the thoracic (8 h ALH) and abdominal (20 h ALH) VNC (Fig. 1C,D). We showed previously that G_2_-arrested cells reactivate before G_0_-arrested cells (Otsuki and Brand, 2018), but this does not account for the anterior-to-posterior sequence that begins in the brain lobes (Fig. 1D). Intriguingly, qNSCs in the abdominal VNC remain quiescent more than fifteen hours longer than qNSCs in the brain lobes, despite the secretion of insulin-like peptides across the entire CNS emanating from the glial-niche (Chell and Brand, 2010). This suggests that there must be an additional mechanism regulating reactivation.

**Figure 1:**
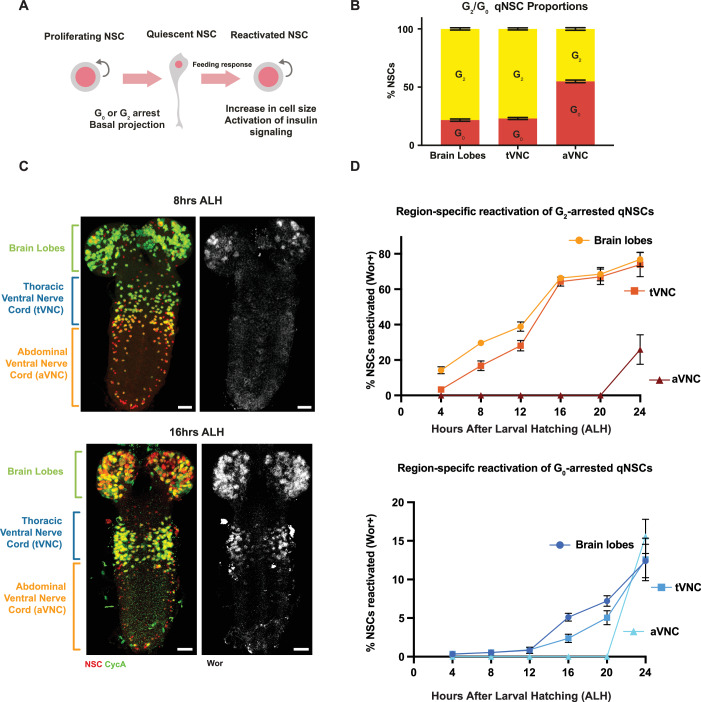
Quiescent NSCs reactivate in an anterior-to-posterior sequence. (**A**) Illustration of characteristics specific to quiescent and reactivated NSCs. (**B**) Proportion of NSCs arrested in G_2_ or G_0_ in the brain lobes, thoracic VNC (tVNC), and abdominal VNC (aVNC). *n* = 10 brains; error bars indicate SD, and the center is the mean. (**C**) Expression of the reactivation indicator Worniu (Wor) in the brain lobes at 8 h after larval hatching (ALH) followed by tVNC expression at 16 h ALH; Worniu protein is only expressed in proliferating neural stem cells (Otsuki and Brand, 2018), as an early indicator of reactivation; scale bars, 20 µm; Deadpan (Dpn, NSC marker) in red, Cyclin A (CycA) in green, Wor in white. (**D**) Percentage of NSCs reactivated (Wor +) between 0 h and 24 h ALH assayed at 4-h intervals, split by re-entry from G_2_ or G_0_ arrest; *n* = 4-10 brains, error bars indicate SEM the center is the mean. Source data are available online for this figure.

To achieve this sequence of reactivation, qNSCs may either be able to determine their specific reactivation timings cell-autonomously, or the process could be coordinated via non-cell-autonomous signals from the brain to the VNC.

### NSCs propagate reactivation along the anterior-to-posterior axis

Do qNSCs determine their reactivation timing cell-autonomously, or does the process rely on long-range signals from the brain lobes to the VNC? To answer this question, we generated a genetic tool to restrict GAL4-mediated gene expression to NSCs in the brain lobes (Fig. 2A), by combining the NSC-specific driver *wor*-GAL4 with *tsh*-GAL80, which prevents GAL4 expression in the VNC (Simpson, 2016).

**Figure 2:**
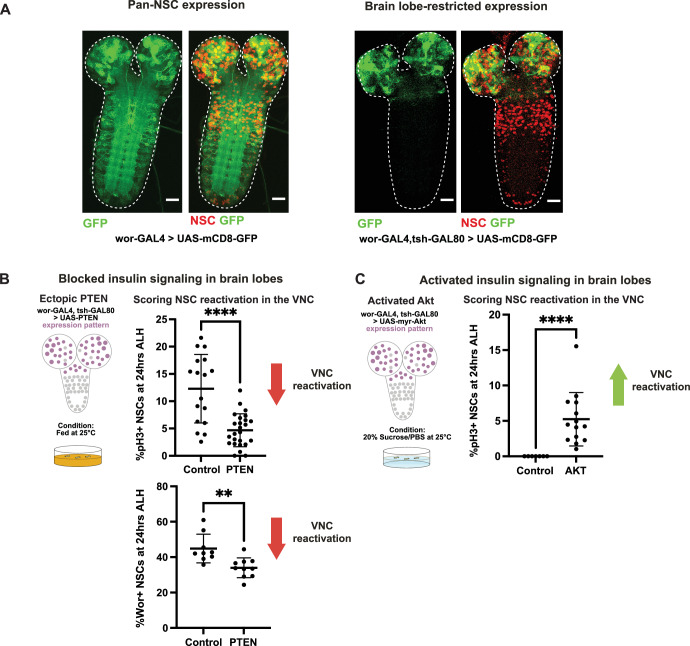
NSC reactivation is non-cell-autonomous. (**A**) Ectopic gene expression is restricted to the brain lobes using *wor-GAL4, tsh-GAL80*; scale bar, 20 µm; mCD8-GFP in green, Dpn (NSC) in red, 24 h ALH. White dashed lines indicate the CNS outline. (**B**) PTEN misexpression in the brain lobes under fed conditions leads to decreased reactivation in the VNC as shown by pH3 labeling and Wor expression; *n* = 17 (control, pH3), *n* = 25 (PTEN, pH3), *n* = 9 (control, Wor), *n* = 10 (PTEN, Wor), *P* value = 0.0021. (**C**) Misexpression of constitutively active Akt under amino acid starvation conditions in the brain lobes is sufficient to induce reactivation in the VNC; *n* = 7 (control), *n* = 14 (Akt) Mann–Whitney *U* test; **P < 0.01, ****P < 0.0001. Error bars indicate SD; the center is the mean. Source data are available online for this figure.

First, we tested first whether inhibiting the insulin signaling pathway in the brain lobes would impair reactivation of qNSCs in the ventral nerve cord. Upon misexpression of an inhibitor of insulin signaling (PTEN) in the brain lobe qNSCs, we found that reactivation of ventral nerve cord qNSCs was severely impaired (Fig. 2B).

Next, we cultured animals under “starvation” conditions in which qNSCs do not reactivate (Chell and Brand, 2010). We reactivated qNSCs exclusively in the brain lobe qNSCs by expression of constitutively active AKT, thereby activating the insulin signaling pathway. Remarkably, this was sufficient to induce reactivation of the ventral nerve cord qNSCs (Fig. 2C). Therefore, to coordinate reactivation between the brain lobes and the VNC, qNSCs appear to be able to propagate a signal along the anterior–posterior axis of the CNS.

### Hyperpolarization and depolarization of qNSCs also modulate reactivation

In the mammalian brain, it has been shown that hyperpolarization of neural progenitors and NSCs can alter neurogenesis (Vitali et al, 2018) and proliferation (Wang et al, 2008). These observations led us to ask whether changes in bioelectric properties of qNSCs would influence proliferation and whether these changes would impact the reactivation of qNSCs in the VNC. To assess this, we overexpressed Kir2.1, an inward-rectifying potassium channel that lowers resting membrane potential (Urrego et al, 2014). We found that misexpression of Kir2.1 in the brain lobes (Fig. 3A) led to impaired reactivation of VNC qNSCs (Fig. 3B). Thus, hyperpolarization of qNSCs in the brain lobes is sufficient to impair reactivation of qNSCs in the VNC.

**Figure 3:**
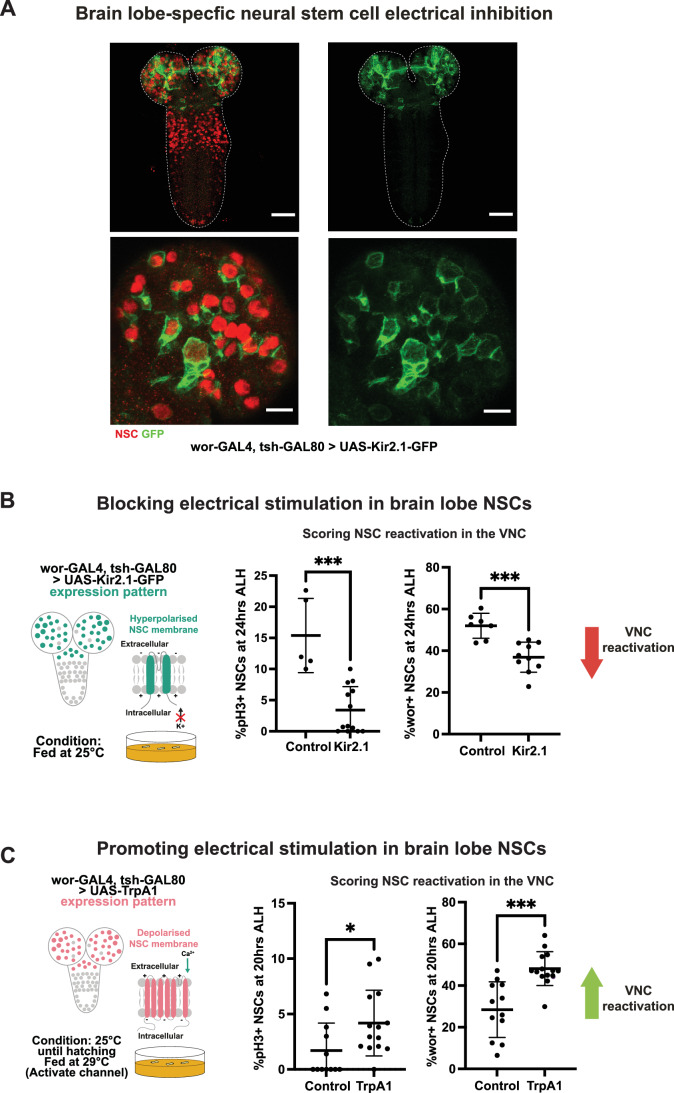
Quiescent NSCs are electrically sensitive. (**A**) Misexpression of the potassium channel Kir2.1-GFP in the brain, scale bars, 40 µm; brain lobe expression of Kir2.1-GFP, scale bars, 10 µm, 24 h ALH. White dashed lines indicate the CNS outline. (**B**) Hyperpolarization of brain lobe NSCs leads to a delay in reactivation in the VNC; *n* = 8 (control, pH3), *n* = 15 (Kir2.1, pH3), *P* value = 0.0052; *n* = 10 (control, Wor), *n* = 12 (Kir2.1, Wor). (**C**) Depolarization of brain lobe NSCs using the temperature-sensitive dTrpA1 channel speeds up reactivation as indicated by pH3 and expression of the reactivation marker Worniu, *n* = 12 (control pH3/Wor), *n* = 14 (TrpA1 pH3/Wor), *P* value (pH3)=0.0207, *P* value (Wor) = 0.0001. Mann–Whitney *U* test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Error bars indicate SD; the center is the mean. Source data are available online for this figure.

Since electrical inhibition of qNSCs prevented reactivation, we tested whether depolarization of brain lobe NSCs would enhance cell cycle re-entry in the VNC. We expressed the temperature-activated Ca^2+^ channel dTrpA1 (Pulver et al, 2009) in brain lobe qNSCs and found increased reactivation in the VNC based and found increased reactivation as shown by pH3 labeling and expression of Worniu (Fig. 3C). Therefore, the reactivation of brain lobe NSCs is relayed to NSCs in the VNC and promotes their reactivation. This suggests that while depolarization of the anterior brain lobe qNSCs may accelerate reactivation, perhaps working in concert with other processes. These data indicate that altering the bioelectric properties of brain lobe NSCs also impacts reactivation of NSCs in the VNC.

### Quiescent neural stem cells take on the properties of neurons

At the stage at which qNSCs enter quiescence, the cells are similar in size to neurons, and their projections resemble axons (Fig. 4A). In addition, we showed that hyperpolarization and depolarization of qNSCs impact reactivation. We performed single-cell RNA-sequencing to identify quiescence-specific genes that might allow more insight into how qNSCs communicate with one another (Figs. 4B and EV1).

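Stage 17 embryos, in which NSCs are quiescent, and larval brains at 24 h ALH, after reactivation, were dissociated, and cells with membrane-bound GFP driven by *wor*-GAL4 were sorted and sequenced with the 10x Chromium droplet method. In this method each cell's RNA receives a cell barcode and each RNA molecule a unique molecular identifier (UMI), so that a count is a number of RNA molecules caught in a droplet. There were 2 libraries per stage. The first stage 17 library was made with version 2 of the chemistry and the other 3 with version 3. The authors called cells and counted UMIs per gene with Cell Ranger, and deposited the counts of 14240 genes without normalization and before the study's filters on cells. The first stage 17 library held 482 cells, 2219533 UMIs and a median of 3427 UMIs per cell, and the second held 1565 cells, 15290553 UMIs and a median of 4955. At 24 h ALH, the first library held 992 cells, 53458971 UMIs and a median of 46395 UMIs per cell, and the second held 1113 cells, 33037729 UMIs and a median of 15961. Because the 24 h ALH cells were deeper, shares of cells and scores were computed after drawing 1000 UMIs from every cell, and shallower cells were left out of these. Cells with 200 to 6000 genes and at most 5% mitochondrial counts were kept, as in the study. The 4 libraries were integrated with Seurat, and clusters were named from fixed lists of marker genes. The names were rebuilt here from the counts, so that differences from the study may come from them. NSC-like clusters held 27 and 25 cells in the stage 17 libraries and 513 and 334 at 24 h ALH. Neuron-like clusters held 217 and 665 cells at stage 17 and 190 and 284 at 24 h ALH. Raw counts were summed over the NSC-like or the neuron-like cells of each library, because the library and not the cell is the replicate. The NSC-like sums held 97152 and 287611 UMIs at stage 17, and 36738277 and 20040893 at 24 h ALH, so that low genes rest on few UMIs in qNSCs. Sums were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Levels are given as CPM, counts scaled by library size.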

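Of 7226 genes tested in NSC-like cells, 2423 differed between stage 17 and 24 h ALH at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 1234 higher and 1189 lower at stage 17. Depth and the definition of NSCs moved this number most. With every NSC-like cell thinned to 1000 UMIs, 2379 genes could be tested and 210 differed, 171 higher and 39 lower at stage 17 (81.4% higher). Without the first or the second 24 h ALH library, 725 and 755 genes differed, and without the second stage 17 library 1590, 40.1% of them higher at stage 17 as against 50.9% with all libraries. With the marker genes *dpn* and *wor* as a gate in place of clusters, 4690 genes differed, and with finer clusters 4834. The median log2 fold change of all genes was -0.19, and -0.07 with upper-quartile scaling, with which 57.4% of the genes called were higher at stage 17. Among genes with a mean of at least 100 CPM in the higher stage and no overlap between the stages, *Wnt10*, on 2L from 7363379 to 7377528 of BDGP6.54, rose most of those seen at both stages. It had 15 and 34 UMIs at stage 17 and 4 and 0 at 24 h ALH, a log2 fold change of 10.52 (standard error 0.77, adjusted p = 1.77e-04, edgeR). The alternatives moved this estimate to between 3.38 and 12.63, and libraries left out to between 9.95 and 12.63. *CG42656* had 22 and 3 UMIs at stage 17 and 0 in both 24 h ALH libraries, at least 1072-fold higher at stage 17 against a floor of 3 UMIs over that stage. Most of this bound comes from the first stage 17 library, with 195 CPM against 10.3 CPM in the second. The gene overlaps *alpha-Est10* on the same strand, so that its counts are uncertain. *CG34155*, *TwdlN* and *Tsp66E* followed with log2 fold changes of 8.67, 7.37 and 7.13. *TwdlN* was no longer called without the second stage 17 library (4.19, adjusted p = 0.0973, edgeR). Of the genes that fell most, *Hsp70Ab*, which has near-identical paralogs, had 2 UMIs at stage 17 and 5738 at 24 h ALH. Relative to library sizes scaled by edgeR's TMM factors, its level at 24 h ALH was 22.3 times that at stage 17 (95% counting interval 6.17 to 184). *CG9436* had 2 and 5294 UMIs, a ratio of 20.6 on the same scale (5.70 to 170.0), and *CG43340*, which overlaps *CG43341* on the same strand, had 3 and 5400 UMIs, a ratio of 14.0 (4.79 to 67.9). *CG10638*, with 1 and 5 UMIs at stage 17 and 6080 and 3389 at 24 h ALH, had a log2 fold change of -3.63 (standard error 0.35, adjusted p = 4.95e-04, edgeR). *RnrL* was also among the 5 but leads an NSC-like cluster and is not given as a result. With cells thinned to 1000 UMIs, *CG9436*, *CG43340* and *CG10638* were no longer called (adjusted p = 0.367, 0.320 and 0.0752, edgeR).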

**Figure 4:**
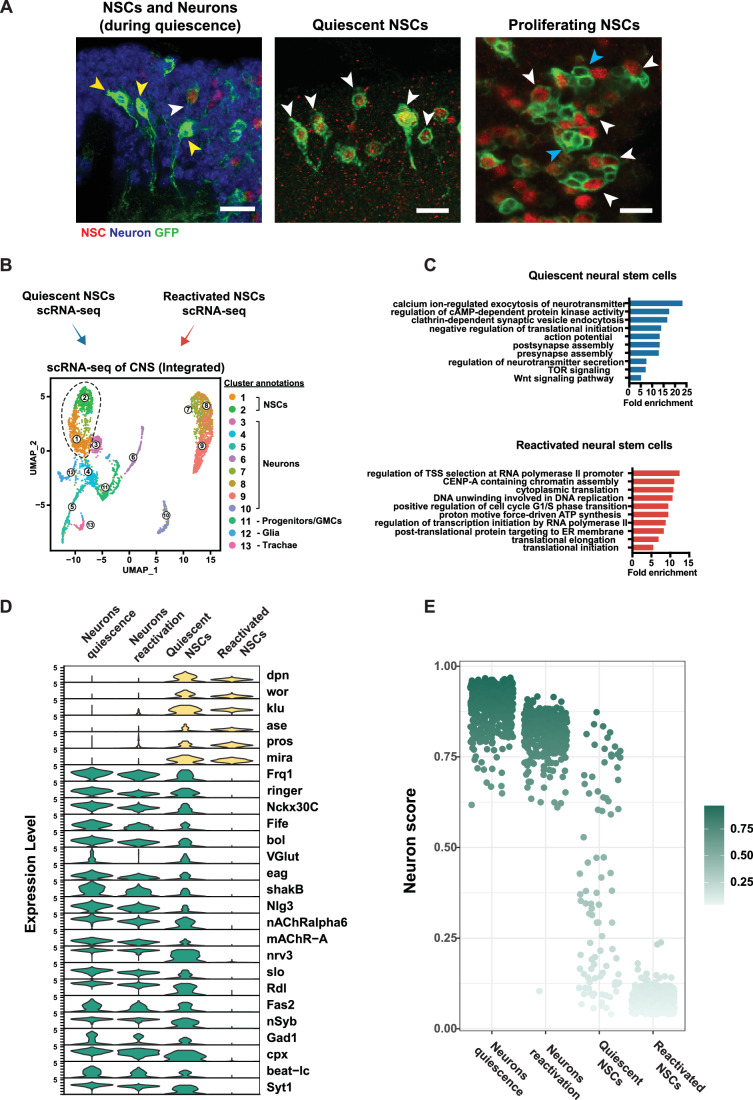
Quiescent NSCs express neuronal genes. (**A**) Quiescent NSCs bear a projection that morphologically resembles neuronal axons, which is not present in proliferating NSCs. White arrows indicate NSCs, yellow arrows indicate neurons, and blue arrows indicate NSC progeny. NSCs are marked by Dpn in red, neurons are marked by Elav in blue and membranes are marked using *wor*-GAL4 > mCD8-GFP (left-hand side panels) showing quiescent aVNC NSCs and proliferative tVNC NSCs at 24 h ALH and *eg*-GAL4 > UAS-mCD8-GFP (rightmost panel) showing qNSCs and neurons at 0 h ALH. Scale bars, 10 µm. (**B**) scRNAseq during quiescence and after reactivation captures both NSC and neuronal populations. (**C**) GO terms for quiescent NSCs and reactivated NSCs. (**D**) Expression of NSC and neuronal genes in neurons during quiescence, neurons after reactivation, quiescent NSCs, and reactivated NSCs. (**E**) Neuron score obtained using UCell comparing neurons and NSCs during quiescence and reactivation. Source data are available online for this figure.

**Figure EV1:**
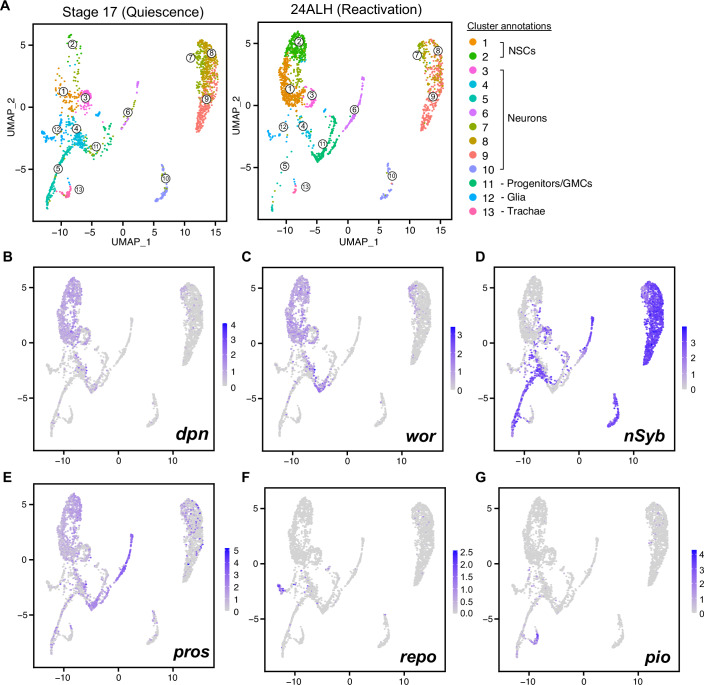
Integrated scRNAseq datasets (quiescence and reactivation). (**A**) UMAPs show different clusters assigned and distribution in each timepoint. Cells of the central nervous system (CNS) were successfully isolated and sequenced, with the majority of cells being neurons (clusters 3–10 with neuronal *Synaptobrevin* (*nSyb*) expression), as well as smaller populations of glia (cluster 12, with *reversed polarity* (*repo*) expression), NSCs (clusters 1-2, with *deadpan* (*dpn*) and *wor* expression), a population of progenitors (progenitors (cluster 11, with *prospero* expression and absence of *dpn*) and trachae (cluster 13, *grh* and *piopio* expression). (**B**) *dpn* expression, specific to NSCs, (**C**) *wor* expression, NSC-specific, (**D**) nSyb expression, specific to neurons (*nSyb* positive, *dpn* negative cells), (**E**) *pros* expression, (**F**) *repo* expression, specific to glia (**G**), *pio* expression, specific to trachea.

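After the filters, 409 and 1220 cells remained at stage 17 and 923 and 1015 at 24 h ALH. At stage 17, neuron-like clusters made up 53.1% of the cells of the first library (exact 95% binomial interval 48.1 to 58.0) and 54.5% of the second (51.7 to 57.3), a mean of 53.8% ± 1.03 (SD, n = 2). At 24 h ALH they made up 20.6% (18.0 to 23.3) and 28.0% (25.2 to 30.9), a mean of 24.3% ± 5.23 (SD, n = 2). Over the 4 libraries together, 1356 of 3567 cells were neuron-like, which is 38.0%. The definition moved this share most: with neurons taken as cells with *nSyb* and without *dpn* UMIs, 1952 cells were neurons, 54.7%, and with clusters found in each library alone 947, 26.5%. NSC-like clusters made up 6.60% (4.40 to 9.46) and 2.05% (1.33 to 3.01) of the stage 17 cells, a mean of 4.33% ± 3.22 (SD, n = 2). Those of 24 h ALH made up 55.6% (52.3 to 58.8) and 32.9% (30.0 to 35.9), a mean of 44.2% ± 16.0 (SD, n = 2). Glia-like cells numbered 14 and 17 at stage 17 and 6 and 11 at 24 h ALH, and muscle-like cells 11 and 9, and 2 and 6. Clusters with no name made up 34.2% and 41.3% of the cells at stage 17 and 23.0% and 37.4% at 24 h ALH. They stayed unnamed under thresholds that were chosen with the clusters in view. No cluster met the rule for trachea, and of the 3 clusters led by progenitor markers, 2 were not free of *dpn* and 1, of 180 cells, had more markers of mushroom body NSCs than of progenitors among its leading genes. This held with the main clusters: the same rule named a tracheal cluster of 93 cells with finer clusters, of 91 with clusters found without neuronal genes and of 136 with a mitochondrial maximum of 10%. Under the same 3 settings it named the cluster led by *hdc*, *goe* and *Thor* as progenitors, with 184, 319 and 343 cells. The shares are not compared between stages, because the genes that define the clusters differ in level between them.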

As expected, both quiescent and reactivated NSCs expressed neural stem cell genes such as *deadpan*, *worniu*, and *klumpfuss*. 

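*dpn* lies on 2R from 8228971 to 8232330 of BDGP6.54, *wor* on 2L from 15423297 to 15425580, and *klu* on 3L from 10981171 to 11009188. *dpn* and *wor* were among the markers that named NSC-like clusters, so that their presence in these cells is partly by construction, while *klu* was not a marker. *klu* stood at 631 ± 4.01 CPM at stage 17 and 562.5 ± 0.865 CPM at 24 h ALH (SD, n = 2 libraries), a log2 fold change of 0.17 (standard error 0.19, adjusted p = 0.526, edgeR's quasi-likelihood test). With finer clusters the direction of *klu* changed, to -0.61 (adjusted p = 0.0416, edgeR), and with NSCs taken as cells with *dpn* and *wor* UMIs to -0.60 (adjusted p = 0.0727). Against neuron-like cells of the stage 17 libraries, *klu* was higher in NSC-like cells by a log2 fold change of 4.42 (adjusted p = 2.67e-12, edgeR). After thinning to 1000 UMIs, *klu* was seen in 10 of 24 and 10 of 25 NSC-like cells at stage 17 and in 207 of 513 and 126 of 334 at 24 h ALH, which is 41.7%, 40%, 40.4% and 37.7%. It was seen in 0 of 10 and 0 of 17 glia-like cells at stage 17, which allows shares of up to 30% and 17.6%. In the first library 3 NSC-like and 4 glia-like cells were left out as shallower. The median depth before thinning was 2456.5 and 3111 UMIs in these NSC-like cells and 5000 and 4184 in the glia-like cells. Without thinning, *klu* was seen in 66.7% and 76% of NSC-like cells at stage 17 and in 98.4% and 97.9% at 24 h ALH. *dpn* stood at 586 ± 310 CPM at stage 17 and 175 ± 2.97 CPM at 24 h ALH (SD, n = 2), a log2 fold change of 1.64 (standard error 0.31, adjusted p = 0.00691, edgeR), and 0.98 without the first stage 17 library. *wor* stood at 549.7 ± 211 and 157 ± 0.649 CPM, a log2 fold change of 1.73 (standard error 0.25, adjusted p = 0.00202, edgeR). Neither stage difference was called with *dpn* and *wor* as a gate (1.08 and 1.04, adjusted p = 0.0703 and 0.0726) or with finer clusters (0.84 and 0.74, adjusted p = 0.0629 and 0.0533), and that of *wor* not after thinning (1.01, adjusted p = 0.198).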

Surprisingly, we found that qNSCs also express genes characteristic of neurons (Figs. 4C–E and EV2A,B). 

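Fig. 4D draws 20 neuronal genes. All 20 were higher in NSC-like cells at stage 17 than at 24 h ALH and past the threshold, over all genes tested and when adjusted over the list alone (edgeR's quasi-likelihood test). The figure shows these same libraries, so that the count over the list alone is not taken as independent evidence. Their median log2 fold change was 4.86, with a range of 3.40 to 6.17. Without the second stage 17 library, 6 of them were no longer called, *mAChR-A*, *Rdl*, *VGlut*, *Nckx30C*, *Fife* and *shakB*. Of these *Nckx30C* was left with a log2 fold change of 1.05 (adjusted p = 0.716, edgeR), *Fife* of 3.12 (adjusted p = 0.159) and *shakB* of 3.18 (adjusted p = 0.187). Without the maximum of 6000 genes per cell, the median was 3.59 and 5 of the 20 were not called, *Rdl*, *Nckx30C*, *shakB*, *Nlg3* and *nrv3*. No stage 17 cell was over this maximum, but the clusters changed. The NSC-like cells of the second stage 17 library then numbered 22 with 167299 UMIs, against 25 with 287611. Few cells may thus carry much of that library's sum. After thinning to 1000 UMIs only *nrv3*, *Fas2* and *cpx* could be tested, all 3 of them called, with a median of 2.80. Under the remaining alternatives 19 or 20 were called. *nSyb*, on 3L from 1630348 to 1637752 of BDGP6.54, had 9 and 124 UMIs in the NSC-like cells of stage 17 and 299 and 158 in those of 24 h ALH, which is 252 ± 244 and 8.75 ± 0.122 CPM (SD, n = 2). Its log2 fold change was 5.17 (standard error 0.56, adjusted p = 0.00236, edgeR), and 3.05 without the second stage 17 library, which holds most of its UMIs. In neuron-like cells of stage 17, *nSyb* stood at 2268 ± 429 CPM. All 20 genes were lower in NSC-like than in neuron-like cells of stage 17, with a median log2 fold change of -3.89 and a range of -4.93 to -2.43, each past the threshold. This is partly by construction, since clusters were found from expression. *nSyb*, *Syt1*, *nrv3* and *cpx* were also among the markers that named neuron-like clusters. With the second stage 17 library left out, *Frq1* (-4.38, adjusted p = 0.137) and *shakB* (-6.22, adjusted p = 0.0768) were not called in this comparison, and with cells picked by *dpn* and *wor* UMIs the median was -1.07 and 5 of the 20 were not called. A fixed list of neurotransmitter release genes, 26 of which were counted, gave 20.9 and 32.9 UMIs per 10000 UMIs in the NSC-like cells of the 2 stage 17 libraries and 201 and 244 in the neuron-like cells. In glia-like cells of the same libraries the list gave 71.8 and 152.5 UMIs per 10000, and in muscle-like cells 11.4 and 66.9.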

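At 24 h ALH, the neurotransmitter release list gave 4.91 and 4.65 UMIs per 10000 UMIs in NSC-like cells, 3.06% and 2.70% of its level in the neuron-like cells of the same libraries. At stage 17 these shares were 10.4% and 13.5%. In glia-like cells of 24 h ALH the list stood at 4.59 and 4.26 UMIs per 10000. The stage difference was also measured in neuron-like cells, where 2233 of 7297 genes differed between stage 17 and 24 h ALH (edgeR's quasi-likelihood test, adjusted p under 0.05), 896 higher and 1337 lower at stage 17. This number was 4230 without the first stage 17 library, 3504 without the second, and 549 and 572 without the first or second 24 h ALH library, 22.8% and 22.4% of these higher at stage 17 as against 40.1% with all libraries. The 20 neuronal genes drawn in Fig. 4D were all higher at stage 17 in neuron-like cells too, with a median log2 fold change of 0.79 and a range of 0.25 to 1.81, and 7 of them were past the threshold (9 when adjusted over the list alone). None was past it without either 24 h ALH library, while 17 and 11 were past it without the first or second stage 17 library. With the second left out, 17 of the 20 were higher at stage 17, and *Nckx30C* (-0.55, adjusted p = 0.00321, edgeR), *mAChR-A* (-0.20, adjusted p = 0.314) and *slo* (-0.30, adjusted p = 0.0646) were lower. The difference between the stage effects in the 2 kinds of cells was tested as an interaction with the library as a block. It was positive and past the threshold for each of the 20 genes, with a median of 3.45 and a range of 2.40 to 4.57 on the log2 scale. For *nSyb* the interaction was 4.20 (adjusted p = 1.69e-05, edgeR). Without the second stage 17 library, 9 of the 20 were no longer past the threshold, among them *Gad1* (2.28, adjusted p = 0.180), *Rdl* (1.16, adjusted p = 0.530), *VGlut* (3.83, adjusted p = 0.125) and *mAChR-A* (3.99, adjusted p = 0.0715). Without the second 24 h ALH library, *Rdl* (2.45, adjusted p = 0.0825) and *shakB* (2.11, adjusted p = 0.154) were not past it.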

Neuronal gene expression was only observed in qNSCs; upon reactivation, NSCs reverted to stem cell gene expression, and neuronal genes were silenced.

**Figure EV2:**
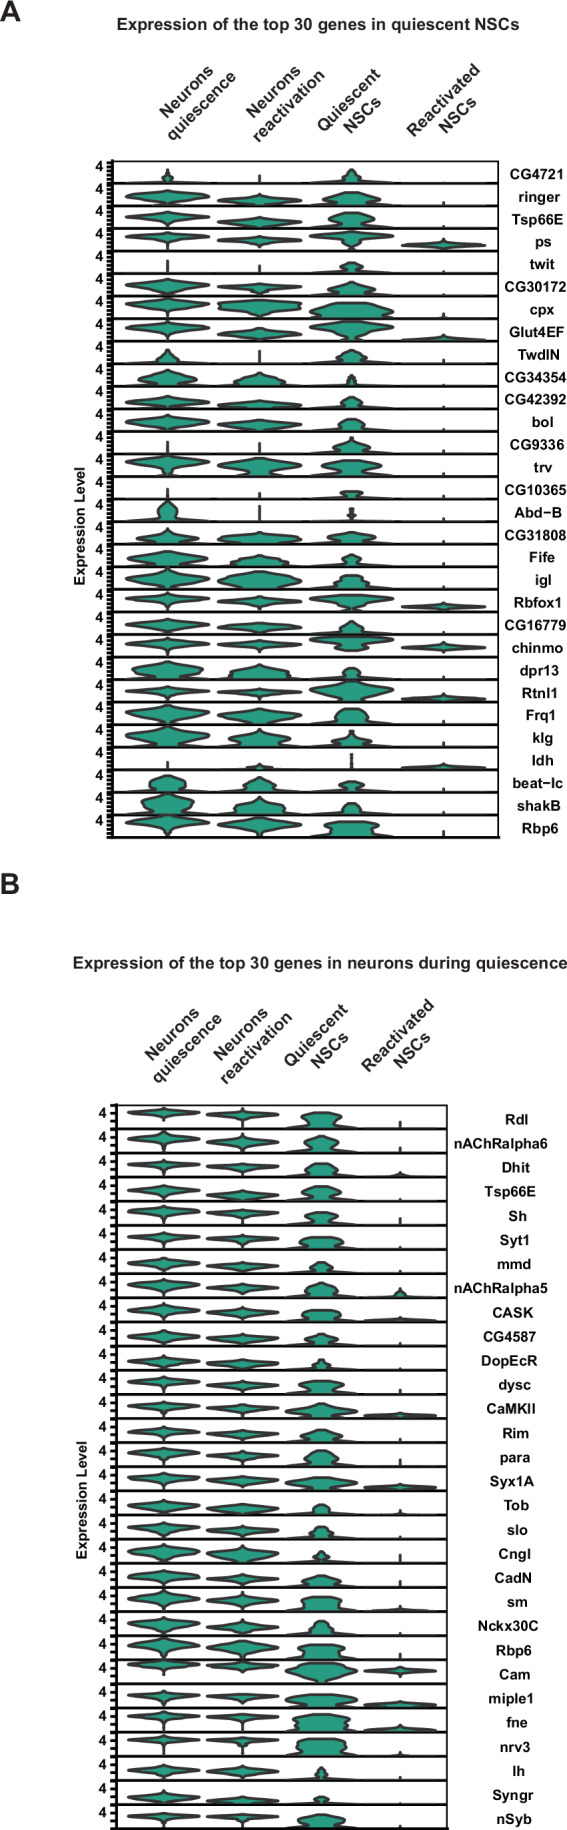
Expression of genes in NSCs from single-cell transcriptomic data. (**A**) Violin plots showing the average expression of the top 30 genes enriched in qNSCs. Expression levels of these 30 genes are shown in neurons (while NSCs are quiescent), qNSCs, neurons (while NSCs are reactivating), and reactivating NSCs. (**B**) Violin plots showing the average expression of the top 30 genes enriched in neurons. Expression levels of these 30 genes are shown in neurons (while NSCs are quiescent), qNSCs, neurons (while NSCs are reactivating), and reactivating NSCs.

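The study's table behind Fig. 4C compares 832 genes of qNSCs with 13823 reference genes. The paper's reported values are 26 of 77 genes for neurotransmitter secretion (5.61-fold, false discovery rate 1.98e-09), 31 of 63 for synapse assembly (8.18-fold, 1.26e-14) and 69 of 219 for chemical synaptic transmission (5.23-fold, 2.01e-23). No GO annotation was used here, and lists of genes on the same topics were tested instead with limma's camera (preset correlation of 0.01, adjusted over 18 lists) on the NSC-like sums, where the median log2 fold change of all genes was -0.47 on the scale of this test. The neurotransmitter release list had a median log2 fold change of 3.65 at stage 17 over 24 h ALH, 24 of the 25 genes tested being higher and called, also when adjusted over the list alone (adjusted p of the list = 7.95e-10, camera). The synapse assembly list had a median of 2.90, with 19 of 23 genes called higher (adjusted p = 4.58e-07). The receptor list had a median of 2.97, with 20 of 26 genes called higher, 22 called when adjusted over the list alone (adjusted p = 2.79e-06), and the list of voltage-gated and potassium channels 3.27, with 19 of 25 genes called higher, 20 over the list alone (adjusted p = 2.79e-06). Without the second stage 17 library the medians were 2.89 for release, 2.54 for assembly, 1.44 for receptors and 2.30 for channels. Without the first they were 3.81, 3.47, 3.68 and 3.88 in the same order. For transmitter synthesis and transport, 6 of the 14 genes listed could be tested. Their median was 2.61, with 4 genes called (adjusted p = 0.0134), and -0.25 without the second stage 17 library (adjusted p = 0.449). Under fry, a rotation test, the lists for release (adjusted p = 0.0306), assembly (0.0330) and channels (0.0330) kept their call, and those for receptors (0.0618) and transmitter synthesis (0.0509) did not. With the correlation between genes estimated from the 4 libraries, none of the 18 lists was called, the lowest adjusted p being 0.538. The lists' median interaction, the stage difference in NSC-like cells beyond that in neuron-like cells, was 3.19 for release, 2.45 for assembly, 2.52 for receptors and 2.80 for channels on the log2 scale.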

GO term analysis of qNSC gene expression revealed an enrichment for neuronal genes involved in neurotransmitter release, synaptic assembly and synaptic activity (Fig. 4B). In contrast, reactivated NSCs expressed genes for transcription and translation (Fig. 4B). 

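For reactivated NSCs the paper's reported values are 150 of 304 genes for translation (8.2-fold, false discovery rate 6.73e-73) and 17 of 99 for transcription by RNA polymerase II (2.85-fold, 0.00669). Among the lists tested here, negative log2 fold changes are higher levels at 24 h ALH. On the scale of this test the median of all genes was itself -0.47. The medians of the ribosomal (-0.51), transcription (-0.59) and translation (-0.66) lists lie near it. The list of 34 translation initiation and elongation factors had a median log2 fold change of -0.66 (adjusted p = 0.0216, camera), with 11 factors called higher and 1 lower at 24 h ALH (12 when adjusted over the list alone). It was not called without the second stage 17 library (-0.75, adjusted p = 0.287). Ribosomal protein genes had a median of -0.51 (adjusted p = 8.54e-04, camera), with 24 of 85 called, 2 of them higher at stage 17, and 21 over the list alone. In neuron-like cells the medians of these 2 lists were -0.22 and -0.69. The list of RNA polymerase II subunits and general transcription factors had a median of -0.59 (adjusted p = 0.121, camera), with 7 of 31 called, all higher at 24 h ALH, and 5 over the list alone. This list was called under fry (adjusted p = 0.0170), with *dpn* and *wor* as a gate (median -0.86, adjusted p = 0.00211) and without the first stage 17 library (median -0.50, adjusted p = 0.0463). DNA replication genes had a median of -1.71, or -1.70 with *Sld5* and *Orc5*, which had no UMI at stage 17, set at their bounds. Of 29 genes tested, 20 were called, 21 over the list alone (adjusted p = 1.91e-04, camera). Without the first or the second stage 17 library the median was -2.75 and -1.20. The list includes *PCNA* and *RnrL*, which lead an NSC-like cluster. Genes of mitosis had a median of -1.26, with 20 of 38 called, 1 of them higher at stage 17, and 22 over the list alone (adjusted p = 0.0110, camera). Their median was -1.95 without the first stage 17 library and -0.68 without the second. In neuron-like cells the medians of these 2 lists were -3.46 and -3.03. Under fry the translation (adjusted p = 0.0170) and DNA replication (0.0306) lists kept their call, and the ribosomal (0.0509) and mitosis (0.103) lists did not.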

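*Gad1* encodes the enzyme that makes GABA, *Rdl* a GABA receptor subunit, *nAChRalpha6* and *mAChR-A* a nicotinic and a muscarinic acetylcholine receptor, and *VGlut* the vesicular glutamate transporter. On BDGP6.54, *Gad1* lies on 3L from 4074077 to 4088744, *Rdl* on 3L from 9145838 to 9182149, *nAChRalpha6* on 2L from 9793317 to 9886250, *mAChR-A* on 2R from 24378630 to 24390294 and *VGlut* on 2L from 2400295 to 2410662. In NSC-like cells, *Gad1* had 3 and 51 UMIs in the stage 17 libraries and 58 and 43 at 24 h ALH, which is 101 ± 105 and 2.04 ± 0.455 CPM (SD, n = 2). Its log2 fold change was 5.89 (standard error 0.63, adjusted p = 7.21e-04, edgeR's quasi-likelihood test), and 3.58 without the second stage 17 library. *Rdl* had 5 and 122 UMIs at stage 17 and 613 and 253 at 24 h ALH, a log2 fold change of 4.21 (standard error 0.68, adjusted p = 0.0117, edgeR). It was not called without the second stage 17 library (1.32, adjusted p = 0.281), nor without the maximum of 6000 genes per cell (2.37, adjusted p = 0.202). *mAChR-A* had 2 and 11 UMIs at stage 17 and 27 in each 24 h ALH library, a log2 fold change of 4.78 (standard error 0.73, adjusted p = 0.00265, edgeR). It was not called without the second stage 17 library (3.85, adjusted p = 0.126), the first 24 h ALH library (4.32, adjusted p = 0.376) or the second (5.21, adjusted p = 0.310). *VGlut* had 18 and 62 UMIs at stage 17 and 70 and 171 at 24 h ALH, a log2 fold change of 5.23 (standard error 1.20, adjusted p = 0.0450, edgeR). It was not called without the first (5.20, adjusted p = 0.200) or the second (4.72, adjusted p = 0.404) stage 17 library, nor under 4 other alternatives, with adjusted p-values between 0.0531 and 0.0945. In the neuron-like cells of stage 17, *Gad1* stood at 843 ± 160 CPM, *Rdl* at 4864 ± 1602 CPM, *mAChR-A* at 352 ± 191 CPM and *VGlut* at 881 ± 131 CPM (SD, n = 2). Each was lower in the NSC-like cells of the same libraries, by log2 fold changes of -3.03, -4.78, -3.92 and -2.43 (adjusted p = 6.30e-04, 4.12e-07, 2.19e-09 and 1.31e-07, edgeR). With *dpn* and *wor* as a gate, *Gad1* was not called in this comparison (-0.98, adjusted p = 0.0637).

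**Figure D1:**
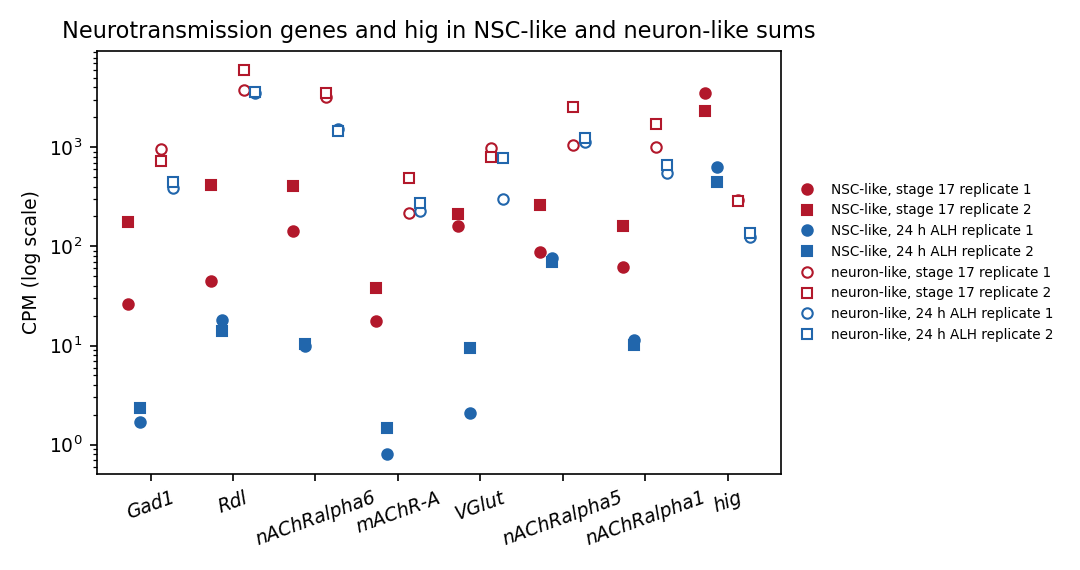
Levels of 8 genes in CPM, on a log axis, in the sums over NSC-like cells (filled) and neuron-like cells (open) of each library, with stage 17 in red and 24 h ALH in blue and a circle or square for the replicate. For *Gad1*, the NSC-like sums of stage 17 lie between those of 24 h ALH and the neuron-like sums, and *hig* is higher in NSC-like than in neuron-like sums of the same stage.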

Quiescent, but not reactivated, neural stem cells expressed neuronal genes involved in electrochemical processes, including GABAergic (*Gad1, Rdl*), cholinergic (*nAChRalpha6, mAChR-A*) and glutamatergic neurotransmission (*VGlut*; Fig. 4C). This suggests that qNSCs are heterogenous and may communicate with different neuronal subtypes.

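After thinning to 1000 UMIs, at least 1 UMI of *Gad1*, *Rdl*, *nAChRalpha6*, *mAChR-A* or *VGlut* was seen in 3 of 24 NSC-like cells of the first stage 17 library, 12.5% (exact 95% binomial interval 2.66 to 32.4), and in 8 of 25 of the second, 32% (15.0 to 53.5). Such a UMI was seen at 24 h ALH in 12 of 513 and 9 of 334 NSC-like cells, 2.34% and 2.70%. The glia-like cells of the stage 17 libraries had such a UMI in 3 of 10, 30%, and 14 of 17 cells, 82.4%, and those of 24 h ALH in 0 of 6 and 0 of 11, which allows up to 50% and 27.3%. The share in NSC-like cells thus lay at or below that in glia-like cells in both stage 17 libraries, with median depths before thinning of 2456.5 and 3111 UMIs in the NSC-like and 5000 and 4184 in the glia-like cells. In the first library, 3 NSC-like and 4 glia-like cells were too shallow to be thinned. Muscle-like cells had such a UMI in 0 of 4 and 1 of 9 cells at stage 17, and neuron-like cells in 209 of 211 and 665 of 665. Without thinning the shares in NSC-like cells were 25.9% and 64% at stage 17 and 45.2% and 32.9% at 24 h ALH, where the median depth was 72243 and 61239 UMIs. Of the unthinned NSC-like cells of stage 17, 20 of 27 and 9 of 25 had none of the 5 genes, 4 and 8 had 1 of them, and 3 and 8 had 2 or more. *Gad1* without *VGlut* was seen in 1 and 3 of these cells, *VGlut* without *Gad1* in 4 and 5, and both in 1 and 2. Taking NSCs as cells with *dpn* and *wor* UMIs, *Gad1* alone was seen in 7 of 33 and 12 of 42 stage 17 cells, *VGlut* alone in 8 and 8, and both in 2 and 13.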

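A UCell-type score was computed for each cell from the ranks of 30 genes after thinning to 1000 UMIs, with ranks capped at 1500. It is higher where these genes rank higher among the cell's genes, with 1 as its highest value. Its lowest value is 0.00967, which a cell has when all 30 genes are at the rank cap. Stage 17 NSC-like cells had a mean score of 0.0230 in the first library (24 cells, 3 shallower cells left out) and 0.0294 in the second (25 cells), a mean of 0.0262 ± 0.00453 (SD, n = 2). NSC-like cells of 24 h ALH scored 0.0116 and 0.0120, a mean of 0.0118 ± 2.98e-04. Their median cell was at the lowest value in both libraries, as was that of the first stage 17 library, while the median of the second was 0.0352. The difference of 0.0145 was larger than the spread between libraries, but 2 libraries against 2 allow no p under 0.333, the value found (exact permutation test, two-sided). With the second stage 17 library left out the difference was 0.00506. Neuron-like cells scored 0.267 ± 0.0158 at stage 17 and 0.241 ± 0.00136 at 24 h ALH (SD, n = 2). None of the stage 17 NSC-like cells scored above the 5th percentile of the neuron-like cells of its library, 0.127 and 0.160, a reference chosen after the scores were seen. Glia-like cells scored 0.0524 and 0.132 in the stage 17 libraries and 0.0187 and 0.00967, the lowest value, at 24 h ALH, and 1 of 10 and 6 of 17 of them at stage 17 were above that percentile. Muscle-like cells of stage 17 scored 0.00967 (4 cells, 7 shallower cells left out) and 0.0193 (9 cells), below the NSC-like cells of both libraries. At 24 h ALH they scored 0.00967 (2 cells) and 0.0243 (6 cells). Among settings that kept the way the 30 genes were chosen, the definition of NSCs moved the score most. Cells with *dpn* and *wor* UMIs scored 0.109 at stage 17 and 0.0185 at 24 h ALH, with 27.3% and 2.39% above the percentile, and NSC-like cells of finer clusters 0.0972 and 0.0216. With no thinning, NSC-like cells scored 0.0391 and 0.0125.

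**Figure D2:**
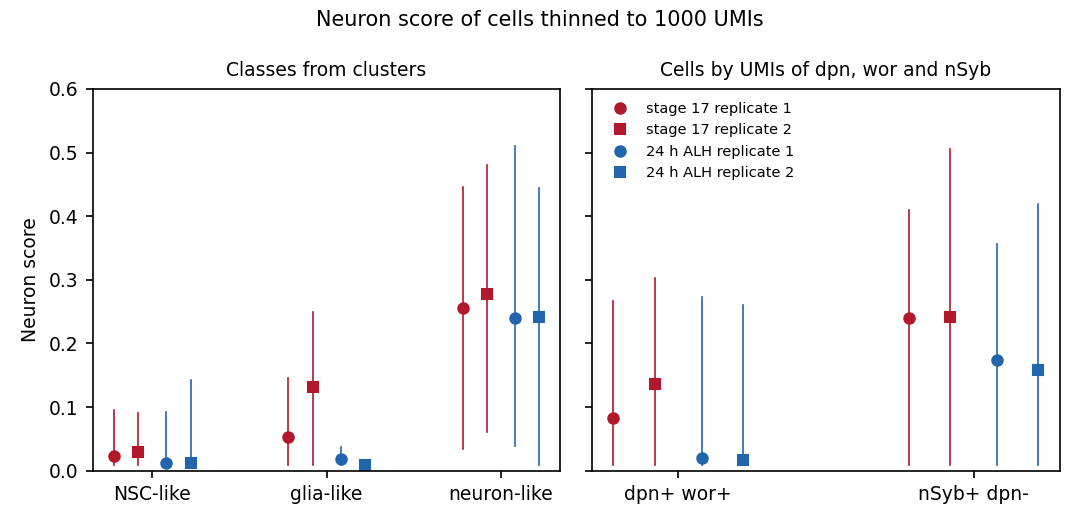
Mean neuron score of each library (circle or square) with the lowest and highest cell (line), stage 17 in red and 24 h ALH in blue, for classes from clusters and for cells picked by UMIs of *dpn*, *wor* and *nSyb*. NSC-like cells lie at 0.0230 and 0.0294 at stage 17, below the glia-like cells of the same libraries, and *dpn*+ *wor*+ cells of stage 17 lie between NSC-like and neuron-like cells.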

We generated a “neuron score” based on the top neuronal genes expressed in neurons during late embryogenesis and found that qNSCs have a high neuron score, whereas reactivated NSCs do not exhibit neuronal gene expression (Fig. 4E). Therefore, qNSCs transiently become neuronal while maintaining expression of stem cell genes.

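In the stage 17 libraries, 3456 of 7915 genes differed between NSC-like and neuron-like cells (edgeR's quasi-likelihood test with the library as a block, adjusted p under 0.05), 1431 higher and 2025 lower in NSC-like cells. With *dpn* and *wor* as a gate this number was 1930, 58.3% of them higher in NSCs as against 41.4% in the main comparison, and without the second stage 17 library 2134. The stem cell genes *dpn* and *wor* were higher in NSC-like cells by log2 fold changes of 5.68 and 6.13 (adjusted p = 2.31e-13 and 4.07e-15, edgeR), and both are markers of that class. Between 24 h ALH and stage 17, the difference in NSC-like cells departed from that in neuron-like cells for 1153 genes. A smaller fall toward stage 17 counts here as a larger rise, and a larger fall as a smaller rise. The rise was larger in NSC-like cells for 702 genes and smaller for 451. *pros*, for example, had log2 fold changes of -0.55 in NSC-like and -2.02 in neuron-like cells, and an interaction of 1.12 (adjusted p = 0.0281, edgeR). The split moved with scaling: DESeq2 called 1001 genes, 85.6% of them with a larger rise, and edgeR with RLE factors 1175, 77.8%, as against 60.9% with TMM. The median of all genes was -0.16 with TMM, 0.12 with RLE and 0.22 with DESeq2. Libraries left out moved it too. Without the first or the second 24 h ALH library, 422 and 352 genes were called, 91.2% and 87.8% with a larger rise. Without the second stage 17 library 731 were called and the majority turned, with 298 showing a larger and 433 a smaller rise (40.8% larger). The 33 and 42 cells with *dpn* and *wor* UMIs at stage 17 fell in several clusters. Of these, 14 and 12 lay in NSC-like clusters, 11 and 17 in the unnamed cluster led by *hdc*, *goe* and *Thor*, and 4 and 6 in neuron-like clusters. Their mean neuron scores were 0.0307 and 0.0294 in NSC-like clusters, 0.142 and 0.171 in the unnamed cluster, and 0.193 and 0.245 in neuron-like clusters. At 24 h ALH, 494 and 302 of the 584 and 374 such cells lay in NSC-like clusters, with scores of 0.0116 and 0.0119, and 45 and 23 in the unnamed cluster, with scores of 0.0967 and 0.0920. The paper concludes that qNSCs become neuronal for a time while they keep expressing stem cell genes. It reasons from stem cell genes at both stages, neuronal genes and neuron score in qNSCs, and their absence in reactivated NSCs. Its section also opens with the neuron-like size and axon-like projections of qNSCs. It further names the effects of hyperpolarization and depolarization on reactivation. The imaging and electrical evidence was not examined here.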

### The synaptic protein *Hikaru genki* (Hig) is required for reactivation

While there have been previous indications that quiescent neural stem cells may respond to secreted neurotransmitters (Bao et al, 2017; Song et al, 2012), no synaptic mechanism for this interaction has been previously proposed (Dittmann et al, 2025). Given the mixed “stem cell-neuron” identity of qNSCs, we tested whether downregulation of a gene involved in synaptic communication was required for reactivation, which would suggest NSC-neuron direct communication.

Among the neuronal genes upregulated in qNSCs, we found several cholinergic receptors: *nAChRalpha6, nAChRalpha5, nAChRalpha1, mAChR-A* (Fig. 5A). In addition, we found that the cholinergic synapse-specific genes (Nakayama et al, 2014, 2016) *hikaru genki* (hig) is expressed in qNSCs and downregulated upon reactivation (Fig. 5A–C). 

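*nAChRalpha6* had 16 and 118 UMIs in the NSC-like cells of the stage 17 libraries and 331 and 187 in those of 24 h ALH, which is 273 ± 186 and 10.0 ± 0.333 CPM (SD, n = 2). Its log2 fold change was 5.00 (standard error 0.37, adjusted p = 3.27e-04, edgeR's quasi-likelihood test). With each library left out in turn it ranged from 3.69 to 5.25. In neuron-like cells it stood at 3354 ± 241 CPM at stage 17 and 1488 ± 41.4 CPM at 24 h ALH, a log2 fold change of 1.17 (adjusted p = 0.0133, edgeR), and not called without the first or second 24 h ALH library (adjusted p = 0.191 and 0.204). The difference between the stage effects in the 2 kinds of cells was 3.25 (adjusted p = 1.78e-05), and 2.49 to 3.68 with each library left out in turn. *nAChRalpha1*, on 3R from 24393896 to 24457157 of BDGP6.54, had 7 and 47 UMIs at stage 17 and 383 and 183 at 24 h ALH in NSC-like cells. Its log2 fold change was 3.60 (standard error 0.37, adjusted p = 6.00e-04, edgeR), and 2.40 without the second stage 17 library. The interaction was 1.91 (adjusted p = 0.00306), and was not called without that library (1.56, adjusted p = 0.245) or without either 24 h ALH library (2.11 and 1.55, adjusted p = 0.111 and 0.354). *nAChRalpha5*, on 2L from 14040170 to 14094401, overlaps *NimC4* on the same strand, so that counts could be shared. It had 10 and 77 UMIs at stage 17 and 2562 and 1266 at 24 h ALH, which is 176 ± 124 and 72.6 ± 4.45 CPM (SD, n = 2), a log2 fold change of 1.52 (standard error 0.32, adjusted p = 0.00909, edgeR). Without the second stage 17 library the difference was gone (0.15, adjusted p = 0.859), and the interaction with the stage effect in neuron-like cells was not called (0.32, adjusted p = 0.665). Its call was also lost without the first (1.45, adjusted p = 0.107) or second (1.32, adjusted p = 0.141) 24 h ALH library, in DESeq2 (1.35, adjusted p = 0.0916), without the maximum of 6000 genes (0.50, adjusted p = 0.258) and after thinning (1.48, adjusted p = 0.178). For *mAChR-A*, which rests on 13 UMIs at stage 17, the interaction was 3.83 (adjusted p = 1.77e-04, edgeR). At stage 17 all 4 receptors were lower in NSC-like than in neuron-like cells, with log2 fold changes between -3.92 for *mAChR-A* and -3.62 for *nAChRalpha5*.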

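*hig* lies on 2R from 9227785 to 9247249 of BDGP6.54 and overlaps *Cyp4p1*, *Cyp4p2* and *Cyp4p3* on the other strand. In NSC-like cells it had 400 and 671 UMIs in the stage 17 libraries and 21235 and 8031 at 24 h ALH, which is 2918 ± 877 CPM at stage 17 and 534 ± 132 CPM at 24 h ALH (SD, n = 2). Its log2 fold change was 2.44 (standard error 0.29, adjusted p = 0.00106, edgeR's quasi-likelihood test). It was called under every alternative tried, with log2 fold changes from 1.88 to 2.78. In neuron-like cells *hig* stood at 291 ± 4.41 CPM at stage 17 and 131 ± 9.76 CPM at 24 h ALH, a log2 fold change of 1.16 (adjusted p = 0.0169, edgeR), which was not called without the first (1.05, adjusted p = 0.281) or second (1.22, adjusted p = 0.192) 24 h ALH library. At stage 17 it was higher in NSC-like than in neuron-like cells by 3.00 (adjusted p = 1.82e-09, edgeR), and without the second stage 17 library by 3.36 (adjusted p = 0.0510). The difference between the 2 stage effects was 0.91 (adjusted p = 0.0939). It was called with RLE factors (1.22, adjusted p = 0.00881) and with every gene that had a count (0.97, adjusted p = 0.00389). After thinning to 1000 UMIs, *hig* was seen in 15 of 24 (62.5%, exact 95% binomial interval 40.6 to 81.2) and 10 of 25 (40%, 21.1 to 61.3) NSC-like cells at stage 17, and in 220 of 513 (42.9%) and 112 of 334 (33.5%) at 24 h ALH. In glia-like cells it was seen in 0 of 10 and 1 of 17 at stage 17 and in 0 of 6 and 0 of 11 at 24 h ALH, with median depths before thinning of 5000, 4184, 20747 and 7002 UMIs against 2456.5, 3111, 72243 and 61239 in the NSC-like cells. As shallower, 3 NSC-like and 4 glia-like cells of the first stage 17 library were left out. Without thinning the shares of NSC-like cells were 66.7% and 52% at stage 17 and 97.3% and 92.2% at 24 h ALH.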

In the adult *Drosophila* brain, Hig accumulates at cholinergic synapses and is required for the assembly of cholinergic receptors at the synapse (Nakayama et al, 2014). In qNSCs, Hig is found along the projection and in the neuropil (Fig. 5D). We found that knocking down *hig* in NSCs impairs reactivation (Fig. 5E). Downregulation of *hig* in neurons also significantly impairs qNSC reactivation (Figs. 5F and EV3). Moreover, we found that neuronal knockdown of the *hig anchoring protein, hasp*, which enables the segregation of Hig at cholinergic synapses (Nakayama et al, 2016) also impairs qNSC reactivation (Fig. EV4). Thus, the synaptic proteins Hig and Hasp are both required for timely NSC reactivation, suggesting that a synaptic mechanism may be involved.

**Figure 5:**
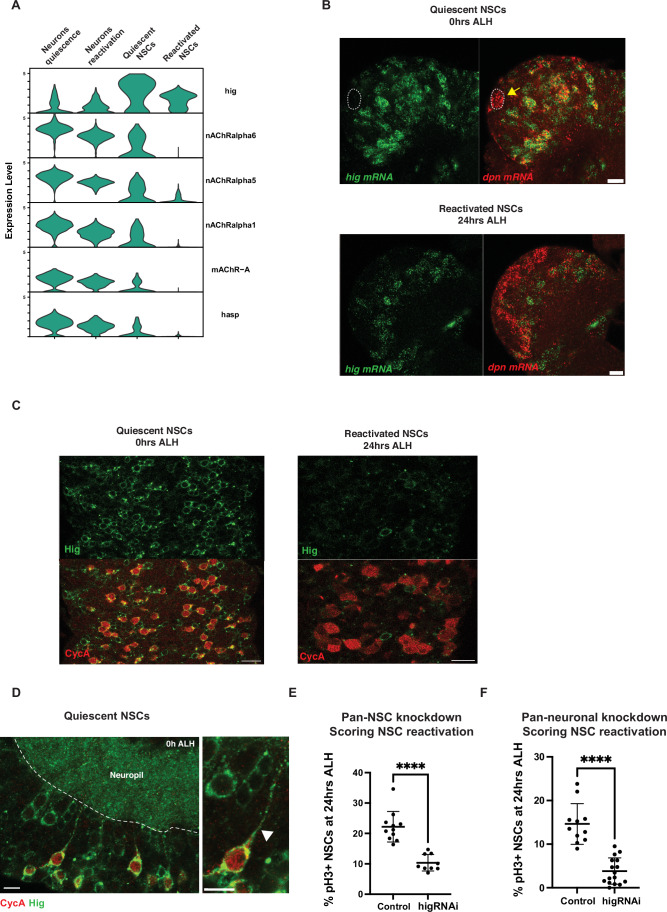
*hig* is required for timely NSC reactivation. (**A**) Cholinergic genes are upregulated during quiescence, including *hig* and its interactor *hasp* (**B**) *hig* mRNA is expressed in NSCs (marked by *dpn* mRNA in red) during quiescence (0 h ALH) and is downregulated upon reactivation (24 h ALH), yellow arrow and white dashed lines indicate a mushroom body NSC, which does not undergo quiescence and does not express *hig* (Fig. EV3), scale bars, 10 µm. (**C**) NSCs express Hig protein during quiescence (0 h ALH), but not after reactivation (24 h ALH), scale bars, 10 µm. (**D**) Hig is accumulates along the NSC projection during quiescence (0 h ALH), CycA in red marks G_2_ NSCs, white arrow indicates Hig along an NSC projection, white dotted line indicates the neuropil boundary, scale bars, 5 µm, single confocal section. (**E**) *hig* knockdown in NSCs (*wor*-GAL4) impairs reactivation *n* = 11 (control, mCherryRNAi), *n* = 9 (higRNAi). (**F**) Pan-neuronal *hig* knockdown (*elav*-GAL4), *n* = 11 (control, mCherryRNAi), *n* = 16 (higRNAi). NSC reactivation is scored in the brain lobes. Mann–Whitney *U* test; ****P < 0.0001. Error bars indicate SD; the center is the mean. Source data are available online for this figure.

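*Hasp*, the gene of the *hig* anchoring protein, lies on 2L from 19508953 to 19517204 of BDGP6.54. In NSC-like cells it had 0 and 11 UMIs in the stage 17 libraries and 305 and 147 at 24 h ALH, which is 18.8 ± 26.6 and 8.54 ± 0.674 CPM (SD, n = 2). Its log2 fold change was 1.63 (standard error 0.68, adjusted p = 0.102, edgeR's quasi-likelihood test), so that the stage difference was not past the threshold. The 0 UMIs of the first stage 17 library leave the second alone to carry the stage 17 value. With the first left out, the log2 fold change was 2.04 (adjusted p = 0.00558, edgeR), and with the second left out no *Hasp* UMI remained at stage 17. With NSCs taken as cells with *dpn* and *wor* UMIs the log2 fold change was 3.26 (adjusted p = 0.00843, edgeR), with finer clusters 3.36 (adjusted p = 0.00173) and with clusters found in each library alone 3.87 (adjusted p = 0.00417). It was 2.32 with a mitochondrial maximum of 10% (adjusted p = 0.0126) and 1.44 with every gene that had a count (adjusted p = 0.0308). In neuron-like cells *Hasp* stood at 476 ± 129 CPM at stage 17, and its level in NSC-like cells was lower by a log2 fold change of -4.55 (adjusted p = 1.69e-09, edgeR).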

**Figure EV3:**
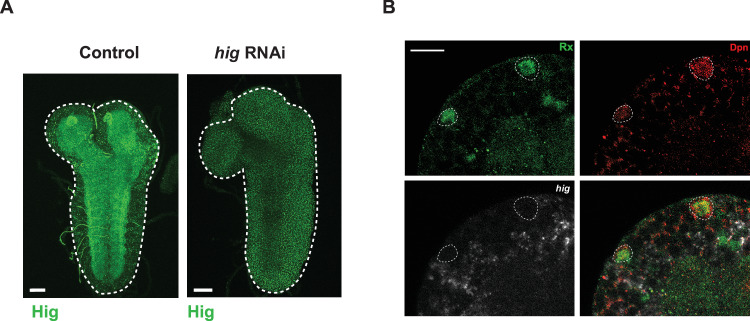
Neuronal *hig* knockdown efficiency and lack of *hig* expression in mushroom body NSCs. (**A**) Efficiency of *elav*-GAL4>higRNAi, Control: *elav*-GAL4 > w^1118^. 0 h ALH at 29 °C, Scale bars – 20um. White dashed lines indicate the CNS outline. (**B**) *hig* is not expressed in mushroom body (MB) NSCs (Rx + ) at 0 h ALH, scale bars, 10 µm, white dashed lines indicate the MB NSC. Source data are available online for this figure.

**Figure EV4:**
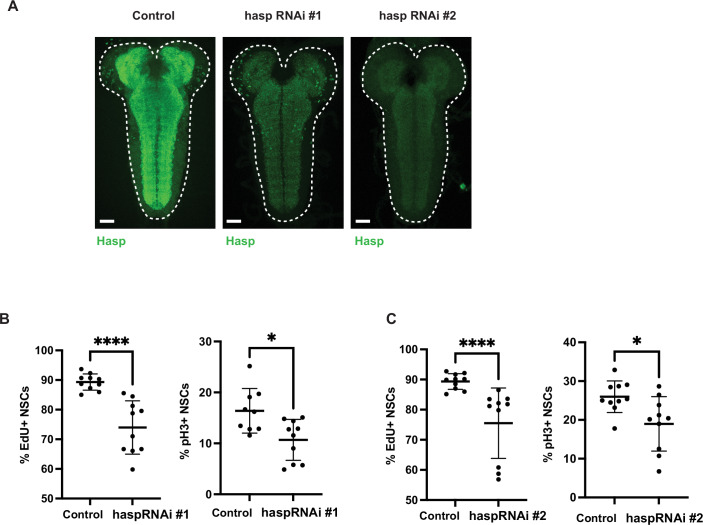
Neuronal *hasp* knockdown impairs NSC reactivation. (**A**) Efficiency of two *hasp* RNAi constructs expressed using *elav*-GAL4 with UAS-Dcr2 in the genetic background, control is *elav*-GAL4 > w^1118^, 24 h ALH at 29 °C. Scale bars, 20 µm. White dashed lines indicate the CNS outline. (**B**, **C**) *hasp* knockdown in neurons using *elav*-GAL4 leads to impaired NSC reactivation, quantified in the tVNC at 24 h ALH, *n* = 9 control (#1,pH3), *n* = 10 control (#1 EdU, #2)/haspRNAi#1/haspRNAi#2. *P* value (haspRNAi #1 pH3) = 0.0182, *P* value (haspRNAi #2 pH3) = 0.0185. ****P < 0.0001, Mann–Whitney *U* test; error bars indicate SD, and the center is the mean. Source data are available online for this figure.

### Neuronal activity is required for neural stem cell reactivation

As previously shown, qNSCs extend long cellular projections towards the pre-existing neuropil. These projections are retracted once the stem cells reactivate and resume proliferation (Tsuji et al, 2008). When fully extended, the termini of qNSC projections can be seen close to axonal tracts in the CNS (Fig. 6A,B). Given that qNSCs express neuronal genes, including the synaptic protein Hig, which we have shown to be required for reactivation, we investigated whether the ventral cord qNSCs receive signals directly from axons descending from the brain lobes.

**Figure 6:**
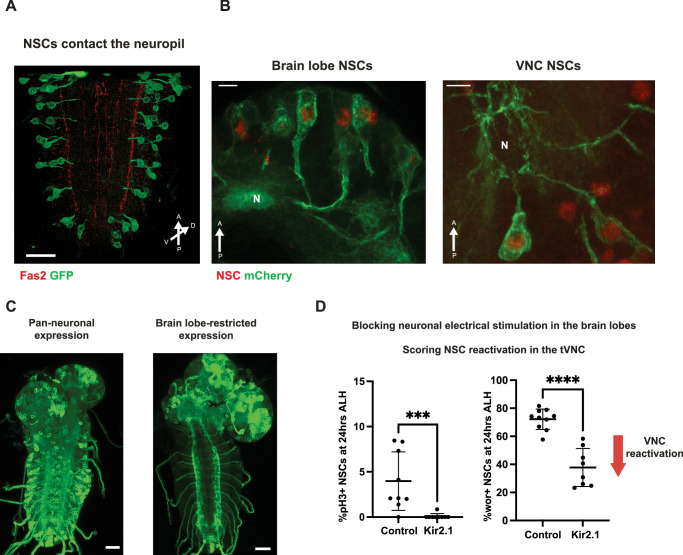
Electrical inactivation of neurons impairs reactivation. (**A**) Quiescent NSCs extend a projection towards the neuronal tracts. Maximum intensity projection of the VNC; Fas2 (marking the descending neuronal tracts in the neuropil) in red, *wor*-GAL4 > mCD8-GFP in green. Scale bar, 20 µm. (**B**) Quiescent NSCs in the brain lobes and VNC contacting neuronal fibers. NSCs are marked by Dpn expression (red) and *grh*-GAL4 > mCD8-mCherry in green, Scale bars, 5 µm, N – neuropil, 18 h ALH. (**C**) Ectopic gene expression is restricted to the brain lobes using *elav-GAL4, tsh-GAL80*. Scale bar, 20 µm; mCD8-GFP in green at 24 h ALH. (**D**) Hyperpolarisation of brain lobe neurons and their descending tracts using *elav*-GAL4,*tsh*-GAL80 > UAS-Kir2.1-GFP, tubGAL80ts leads to impaired reactivation, and feeding is not impacted (Fig. EV5). Reactivation is scored in the tVNC at 24 h ALH; *n* = 10 (control, pH3), *n* = 9 (Kir2.1, pH3), *P* value = 0.0004; *n* = 10 (control, Wor), *n* = 8 (Kir2.1, Wor); Mann–Whitney *U* test; ***P < 0.001, ****P < 0.0001. Error bars indicate SD; and the center is the mean. Source data are available online for this figure.

**Figure EV5:**
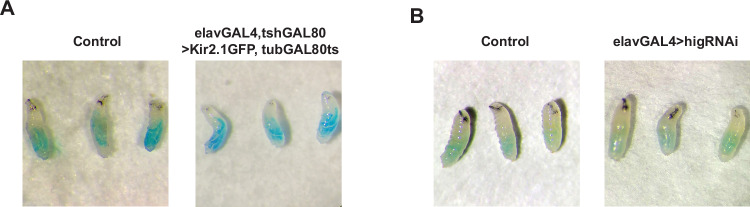
Nutritional intake upon neuronal hyperpolarisation. (**A**) Larvae continue to feed upon hyperpolarisation of brain lobe neurons after 0 h ALH (Control: *elav*-GAL4, *tsh*-GAL80 > UAS-mCD8-GFP, tubGAL80ts) and (**B**) RNAi-mediated knockdown of *hig* (Control: *elav*-GAL4 > UAS-mCherryRNAi). Images taken at 24 h ALH. Source data are available online for this figure.

To test whether neurons in the brain lobes mediate NSC to NSC communication, we specifically silenced brain lobe neurons, which send descending tracts into the VNC, by expressing the potassium channel Kir2.1 (Baines et al, 2001; Berni et al, 2012) (Fig. 6C). Blocking neuronal firing drastically delayed the onset of reactivation as marked by Worniu (Fig. 6D) and completely abolished the proliferation of qNSCs in the ventral nerve cord, which was assessed using pH3 staining (Fig. 6D). This demonstrates that neuronal activity is required for the non-autonomous reactivation of posterior qNSCs.

## Discussion

Here we show that, in addition to the intrinsic temporal heterogeneity that exists between the earlier-reactivating G_2_-arrested and later-reactivating G_0_-arrested cells (Otsuki and Brand, 2018), qNSCs exit dormancy in an anterior-to-posterior sequence. qNSCs coordinate their spatially and temporally defined sequence of reactivation non-cell-autonomously, beginning in the brain lobes (anteriorly) followed by the ventral nerve cord (posteriorly). We found that reactivation of the posterior stem cells is dependent upon prior reactivation of brain lobe stem cells, even in the presence of reactivation signals induced by feeding.

In the mouse adult brain, depending on their spatial localization, NSCs give rise to different neuronal and glial subtypes (Fiorelli et al, 2015; Chaker et al, 2024). Similarly, in *Drosophila*, the asynchronous reactivation of qNSCs could allow for the staggered formation of subsequent neuronal circuits (Otsuki and Brand, 2018). A crucial role in maintaining and reactivating neural stem cells is played by niche-derived cues (Urbán et al, 2019), with neuronal innervation emerging as an important regulator of NSC proliferation (Dittmann et al, 2025). It has been proposed that the manner in which adult NSCs respond to external stimuli, including neuronal innervation, may differ across spatial niches (Chaker et al, 2024). However, it is unclear whether NSCs may influence one another’s exit from quiescence. We find that NSCs communicate across long distances: reactivating NSCs in the brain lobes relay signals to qNSCs in the ventral nerve cord via descending axonal tracts (Fig. 7A,B). These descending axons are contacted by qNSC cellular projections, and the relay of reactivation relies on the activity of these brain lobe neurons. We show that qNSCs express neuronal genes that would allow for communication with neurons, including via synapses. We find that two synaptic matrix genes, *hig* and *hasp*, are required for timely NSC reactivation. Interestingly, *hig* expression is required in both NSCs and neurons for timely stem cell reactivation. As in the adult brain (Nakayama et al, 2014, 2016), the secretion of the matrix proteins Hig and Hasp by qNSCs and neurons might enable the accumulation of cholinergic receptor subunits at qNSC-neuron junctions. Whether qNSCs and neurons transiently communicate via synapses or through other structures remains to be determined. We show that NSCs display remarkable cell fate plasticity, transiently taking on neuronal characteristics during the quiescence period whilst continuing to express neural stem cell genes. However, qNSCs appear to be heterogenous and the contacts between NSCs and neurons may be specific to different NSC and neuronal subpopulations. Future work will explore how distinct neuronal circuits regulate stem cell reactivation within the anterior-to-posterior sequence. Other mechanisms, such as direct NSC-NSC or NSC-glia communication, may also play a role in coordinating reactivation.

**Figure 7:**
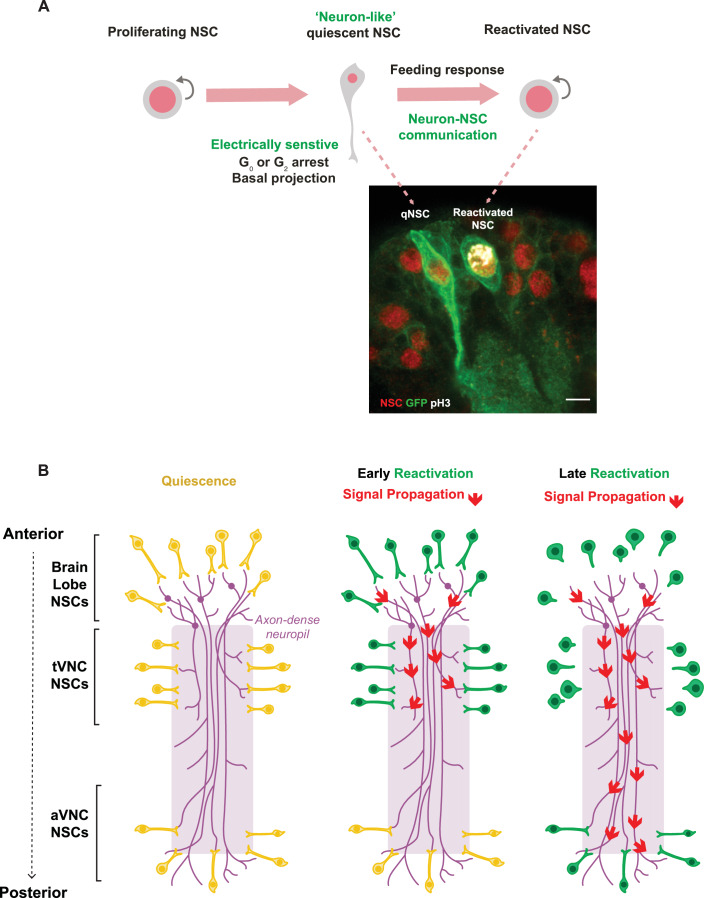
Quiescent NSCs adopt neuronal characteristics to coordinate reactivation via neuronal signaling. (**A**) Quiescent NSCs adopt a unique neuronal morphology which allows for communication with neurons within the neuropil. Proliferating NSCs pre- and post-quiescence do not maintain this morphology. The confocal image shows a qNSC and a pH3+ proliferating NSC at 16 h ALH. NSCs are marked by Dpn in red, and the membrane is marked using *wor-*GAL4 > mCD8-GFP. Scale bar, 5 µm. Our experiments suggest that the neuronal morphology allows for direct neuron-NSC communication. (**B**) NSCs reactivate in a spatially and temporally controlled manner, along the anterior–posterior axis. The descending neurons that project from the brain lobes to the ventral nerve cord enable the state of the NSCs in more anterior regions to be sensed by NSCs in the posterior region. Source data are available online for this figure.

Neuron-NSC interactions may also be relevant for cancer progression and pathology. Glioma cells, which have quiescent subpopulations (Antonica et al, 2022; Ishii et al, 2016; Deleyrolle et al, 2011), have been observed to form synapses with neurons in the surrounding microenvironment (Venkataramani et al, 2019; Venkatesh et al, 2019). Electrochemical signals have been shown to influence the proliferation of glioma cells, which form synapses with glutamatergic neurons (Venkataramani et al, 2019). In pediatric gliomas, depolarization of glioma tumor cells via optogenetics promotes proliferation (Taylor et al, 2023). In some cases, the formation of synapses between glioma cells and neurons also impacts the frequency of seizures, a common symptom in glioma patients (Yu et al, 2019). Here, we provide evidence of a physiological instance in which cell fate plasticity allows non-neuronal cells to become neuronal-like to communicate with neurons, which may be relevant for disease mechanisms.

Our study has identified a non-cell-autonomous spatial hierarchy by which quiescent NSCs coordinate timely reactivation. This mechanism is mediated via NSC-neuron communication, achieved through the transient acquisition of neuronal characteristics by quiescent NSCs. Further investigation of specific contacts will shed light on NSC-neuron communication during brain development, extending towards how these mechanisms may be involved in disease.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Drosophila melanogaster:*		
wor-GAL4	Albertson et al, 2004	
elav-GAL4	Luo et al, 1994	
grh-GAL4	Chell and Brand, 2010	
UAS-mCD8-GFP	Lee and Luo, 1999	
tubGAL80^ts^	McGuire et al, 2003	
tsh-GAL80	Kind gift from Gero Miesenboeck	
UAS-myr-AKT	Stocker et al, 2002	
UAS-PTEN	Huang et al, 1999	
UAS-Kir2.1-GFP	Baines et al, 2001	
UAS-TrpA1	BDSC	26263
UAS-higRNAi	BDSC	42000
UAS-mCD8-mCherry	BDSC	27391
UAS-mCherryRNAi	BSDC	35785
UAS-Dcr2	Dietzl et al, 2007	
UAS-haspRNAi #1	VDRC	v30767
UAS-haspRNAi #2	VDRC	v101250
eg-GAL4	Ito et al, 1995	
**Antibodies**		
Chicken anti-GFP	Abcam	ab13970
Guinea pig anti-Dpn	Caygill and Brand, 2017	
Rabbit anti-pH3	Millipore	06-570
Rat anti-Wor	Abcam	ab195173
Mouse anti-Fas2	DSHB	1D4
Rabbit anti-CycA	Kind gift from David Glover (Whitfield et al, 1990)	rb270
Rabbit anti-RFP	Abcam	ab62341
Rat anti-Elav	DSHB	7E8A10
Guinea pig anti-Hig	Kind gift from Dr Chihiro Hama, Kyoto Sangyo University, Japan (Nakayama et al, 2014)	
Rat anti-Hasp	Kind gift from Dr Chihiro Hama, Kyoto Sangyo University, Japan (Nakayama et al, 2016)	
Rabbit anti-Rx	Kind gift from Uwe Walldorf. (Davis et al, 2003)	
Alexa Fluor 405, 488, 546, 568, 633	Life Technologies	
DyLight 405	Jackson Laboratories	
**Oligonucleotides and other sequence-based reagents**		
*dpn* HCR probe	Molecular Instruments	
*hig* HCR probe	Molecular Instruments	
**Chemicals, enzymes, and other reagents**		
ProLong Gold Antifade Mountant	Invitrogen	P36930
Vectashield	Vector Laboratories	H-1000-10
Triton X-100	Sigma-Aldrich	T9284
Erioglaucine disodium salt	Sigma-Aldrich	861146
16% Formaldehyde Solution (w/v)	ThermoFisher Scientific	28908
**Software**		
GraphPad Prism	https://www.graphpad.com/	
Adobe Illustrator v. 27.2	Adobe	
Leica LASX 3D Viewer	Leica	
Rstudio	Rstudio	
CellRanger v7.1.10	10x Genomics	
PANTHER 17.0	Mi et al, 2013	
Fiji v. 2.14.0	ImageJ	
**Other**		
Illumina Novaseq 6000	Illumina	
S800Z Cell Sorter	Sony	

### Fly husbandry and stocks

Embryos were collected on apple juice plates supplemented with wet yeast. Larvae were fed with standard sugar/yeast agar (SYA) food and kept at 25 °C. For amino acid starvation experiments, larvae were moved into 20% sucrose in PBS. In temperature shift experiments, newly hatched larvae were kept at 29 °C for 20 h, which is approximately equivalent to 24 h at 25 °C. For RNAi experiments, larvae were kept at 29 °C. Feeding assays were performed by adding ~0.1% erioglaucine disodium salt (Sigma) to SYA food. For EdU experiments, larvae were transferred to SYA food plates containing 0.2 mM EdU (ThermoFisher) 4 h prior to dissection.

The following lines were used: wor-GAL4 (Albertson et al, 2004), elav-GAL4 (Luo et al, 1994), grh-GAL4 (Chell and Brand, 2010), UAS-mCD8-GFP (Lee and Luo, 1999), tubGAL80^ts^ (McGuire et al, 2003), tsh-GAL80 (gift from Gero Miesenboeck), UAS-myr-AKT (Stocker et al, 2002), UAS-PTEN (Huang et al, 1999), UAS-Kir2.1-GFP (Baines et al, 2001), UAS-TrpA1 (BDSC 26263), w^1118^, UAS-higRNAi (BDSC 42000), UAS-mCD8-mCherry (BDSC 27391), UAS-mCherryRNAi (BDSC 35785), UAS-Dcr2 (Dietzl et al, 2007), UAS-haspRNAi #1 (VDRC, v30767), UAS-haspRNAi #2 (VDRC, v101250).

### Immunofluorescence

Larval brains were dissected in PBS and fixed in 4% formaldehyde in PBS for 20 min at RT. Dissected tissues were washed in 0.3% Triton in PBS (PBST) for 3 ×5 min at RT. The following primary antibodies were used: chicken anti-GFP (1:2000, Abcam ab13970), guinea pig anti-Dpn (Caygill and Brand, 2017) (1:5000), rabbit anti-pH3 (1:200, Millipore 06-570), rat anti-Wor (1:200, Abcam ab195173), mouse anti-Fas2 (1:100, DSHB 1D4), rabbit anti-CycA (1:10,000, gift from David Glover, rb270) (Whitfield et al, 1990), rabbit anti-RFP (1:10,000, Abcam, ab62341), rat anti-Elav (1:100, DSHB 7E8A10), guinea pig anti-Hig (Nakayama et al, 2014) and rat anti-Hasp (Nakayama et al, 2016) (1:1000, gift from Dr Chihiro Hama, Kyoto Sangyo University, Japan), rabbit anti-Rx (1:1000, gift from Uwe Walldorf) (Davis et al, 2003).

Antibodies were diluted in 0.3% PBST, and samples were incubated overnight at 4 °C. Samples were washed 3 ×15 min in 0/3% PBST at RT. Secondary antibodies (Alexa Fluor 405, 488, 546, 568, 633 (Life Technologies); DyLight 405 (Jackson Laboratories)) were diluted in PBST at 1:200 concentration and incubated overnight at 4 °C. Samples were mounted using Vectashield (Vector Laboratories).

### Hybridization chain reaction (HCR)

Following fixation in 4% formaldehyde in PBS for 20 min, larval brains were washed in PBS for 3 ×5 min at RT. PBS was replaced with Probe Hybridization Buffer (Molecular Instruments). Probes were added to the samples and incubated at 37 °C overnight. Samples were washed with Probe Wash Buffer (Molecular Instruments) for 4 ×15 min, followed by a 5-minute wash with 500 µl 50% probe wash buffer/50% 5×SSC-0.1% Triton and 2 ×5 min washed with 5×SSC-0.1% Triton. Hairpins were then added to the sample and incubated at RT in the dark overnight. Samples were washed with 5×SSC-0.1% Triton for 2 ×5 min, 2 ×30 min, and 1 ×5 min and then mounted in ProLong Gold Antifade Mountant (Invitrogen).

### Imaging and quantification

Images were acquired using a Leica SP8 upright confocal and a Nikon AX Inverted Confocal. Image processing and cell counting were performed using Fiji (v. 2.14.0). Figures were made using Adobe Illustrator (v. 27.2). 3D reconstruction was performed using the Leica LASX 3D Viewer software using maximum intensity projection images.

### Statistical analysis

Graphs were generated, and statistical analysis was performed using Prism (v. 9.5.1). Where applicable, a Mann–Whitney *U* test was used, *P* values and the number of biological replicates (*n*) are reported in the figure legends.

### scRNAseq sample preparation and data analysis

Stage 17 embryos (quiescence) and 24 h ALH (reactivated) larval brains were dissociated via mechanical and enzymatic dissociation. In order to enrich for neural cells, the neural-specific driver *wor*-GAL4 was used to express a membrane-bound GFP (UAS-mCD8-GFP) to facilitate fluorescence-activated cell sorting (FACS) on single-cell suspensions. Live (Propidum iodide-negative) and GFP+ cells were isolated using a S800Z Cell Sorter (Sony). Cells were then processed using the Chromium Next GEM Single Cell Library and Gel Bead Kit (v2 and v3.1) (10X Genomics). Sequencing was performed on a Novaseq 6000 (SP well) (Illumina) by the CRUK Genomics Facility.

FASTQ sequencing files were de-multiplexed and processed using CellRanger v7.1.10 (10X Genomics), and output files were analyzed using Seurat V4 (Hao et al, 2021). Cells with less than 200 and more than 6000 unique mRNA feature counts, and more than 5% mitochondrial counts were excluded from analysis. The resulting datasets were analyzed with default parameters as described by the Satija lab (satijalab.org) using integrative analysis. A total of four replicates (2 quiescent, 2 reactivated) of scRNA-seq produced a total of 3577 cells with a median number of (quiescent: 1250, 1528, reactivated: 4373) genes detected per cell.

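Of the 4152 cells that the authors called, 72 and 345 at stage 17 and 49 and 96 at 24 h ALH were above 5% mitochondrial counts, over 14 mitochondrial genes. The median mitochondrial share was 2.63% and 2.97% at stage 17 and 1.89% and 1.90% at 24 h ALH. In the first stage 17 library, 5 cells were under 200 genes, and 20 and 2 cells of the 24 h ALH libraries were over 6000. After these filters 3567 cells were left, 1629 at stage 17 and 1938 at 24 h ALH. Before the filters the median number of genes per cell was 1250 and 1528 at stage 17, and 4373 and 2898 at 24 h ALH, or 3610 over both 24 h ALH libraries together. After the filters it was 1326, 1572, 4418 and 3018. The 10 most abundant genes took 5.56% and 10.4% of the UMIs of the stage 17 libraries and 7.62% and 7.12% of those of the 24 h ALH libraries. Scrublet, a doublet caller, marked 12 and 2 cells at stage 17 and 7 and 7 at 24 h ALH. They were kept, since the methods name no removal of doublets, and left out in an alternative.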

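Here the genes of the neuron score were chosen from neuron-like cells of stage 17 with *nSyb* and without *pros* UMIs, before any thinning. Genes seen in at least 25% of these cells were ranked by their log2 fold over the cells outside neuron-like clusters, averaged over the 2 libraries, with 0.1 added per 10000 UMIs, and the first 30 were taken. The first 3 were *Nplp1*, *DIP-delta* and *Dscam2*, with log2 folds of 2.79, 2.47 and 2.28, and the last was *Rab26*, with 1.94. *Sh* and *Rdl* were seen in 99.0% and 100.0% of these neuron-like cells, and *Nplp1* in 29.0%. The list held the acetylcholine receptor genes *nAChRalpha3* and *nAChRalpha7*, with log2 folds of 2.16 and 2.13, and *ChAT*, with 1.96. Since *Rdl* is also among the genes compared between qNSCs and reactivated NSCs, the score and that comparison share this gene.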

We used the UCell package (Andreatta and Carmona, 2021) in R to generate a neuronal score based on the top 30 genes expressed in the mature neuronal clusters (i.e., nSyb+ pros-) during quiescence (stage 17). GO term enrichment analysis was performed using PANTHER 17.0 (Mi et al, 2013).

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Expanded View Figures

## Data Availability

scRNAseq is available on GEO: GSE319955. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-026-00775-3.

# Supplementary material for: Quiescent neural stem cells transiently become neuron-like to coordinate long-range reactivation
**Source:** EMBO J. 2026 Apr 24;45(11):3788–807. doi: 10.1038/s44318-026-00775-3
**Supplement:** Supplementary file 12 — Expanded View Figures

## Expanded View Figures

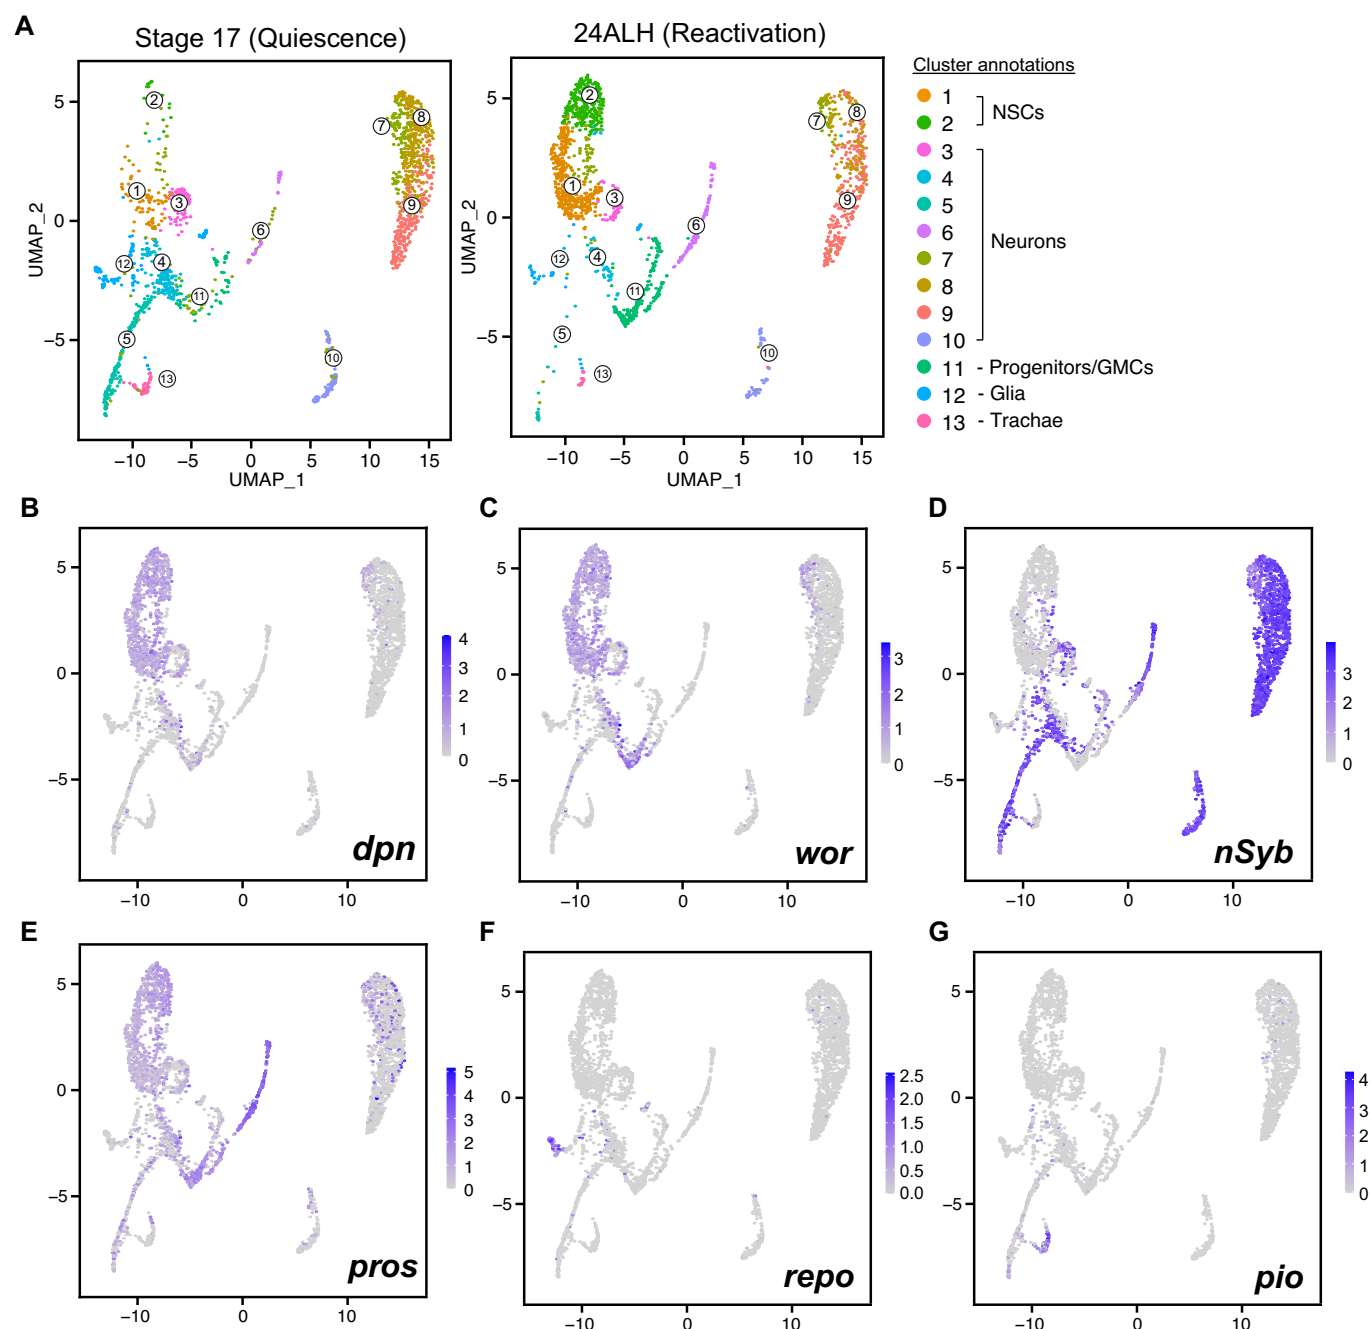**Figure EV1. Integrated scRNAseq datasets (quiescence and reactivation).**

(A) UMAPs show different clusters assigned and distribution in each timepoint. Cells of the central nervous system (CNS) were successfully isolated and sequenced, with the majority of cells being neurons (clusters 3–10 with neuronal *Synaptobrevin* (*nSyb*) expression), as well as smaller populations of glia (cluster 12, with *reversed polarity* (*repo*) expression), NSCs (clusters 1–2, with *deadpan* (*dpn*) and *wor* expression), a population of progenitors (progenitors (cluster 11, with *prospero* expression and absence of *dpn*) and tracheae (cluster 13, *grh* and *piopio* expression). (B) *dpn* expression, specific to NSCs, (C) *wor* expression, NSC-specific, (D) *nSyb* expression, specific to neurons (*nSyb* positive, *dpn* negative cells), (E) *pros* expression, (F) *repo* expression, specific to glia (G), *pio* expression, specific to trachea.

A

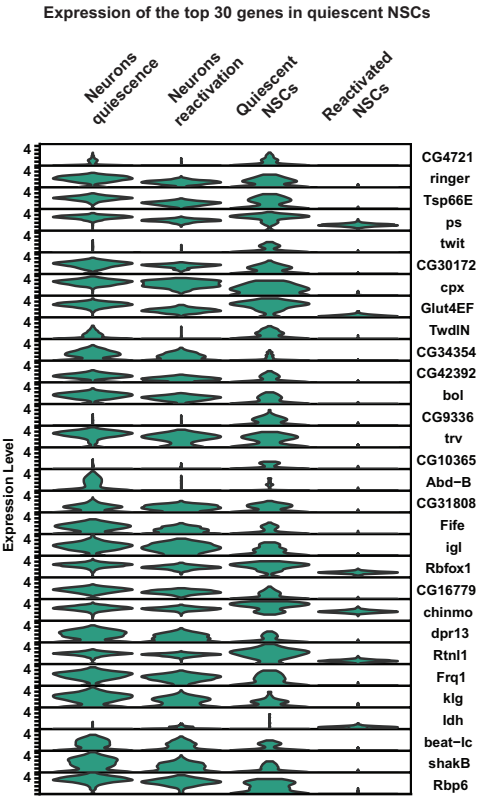

B

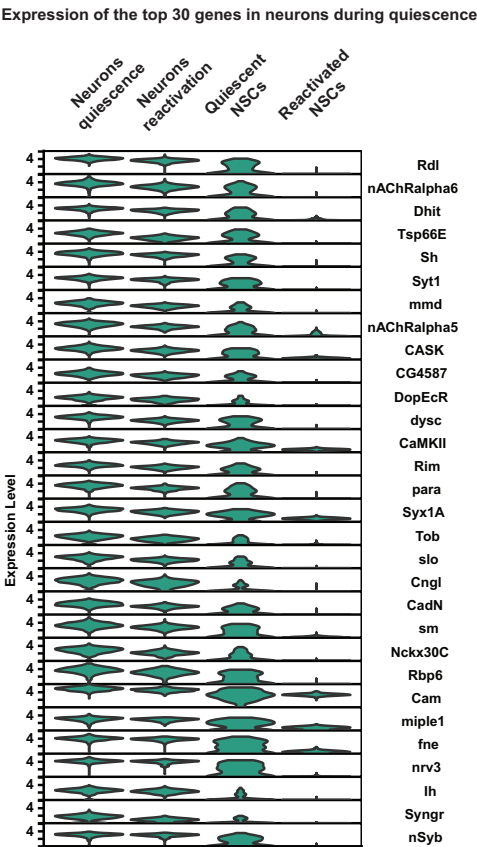

**Figure EV2. Expression of genes in NSCs from single-cell transcriptomic data.**

(A) Violin plots showing the average expression of the top 30 genes enriched in qNSCs. Expression levels of these 30 genes are shown in neurons (while NSCs are quiescent), qNSCs, neurons (while NSCs are reactivating), and reactivating NSCs. (B) Violin plots showing the average expression of the top 30 genes enriched in neurons. Expression levels of these 30 genes are shown in neurons (while NSCs are quiescent), qNSCs, neurons (while NSCs are reactivating), and reactivating NSCs.

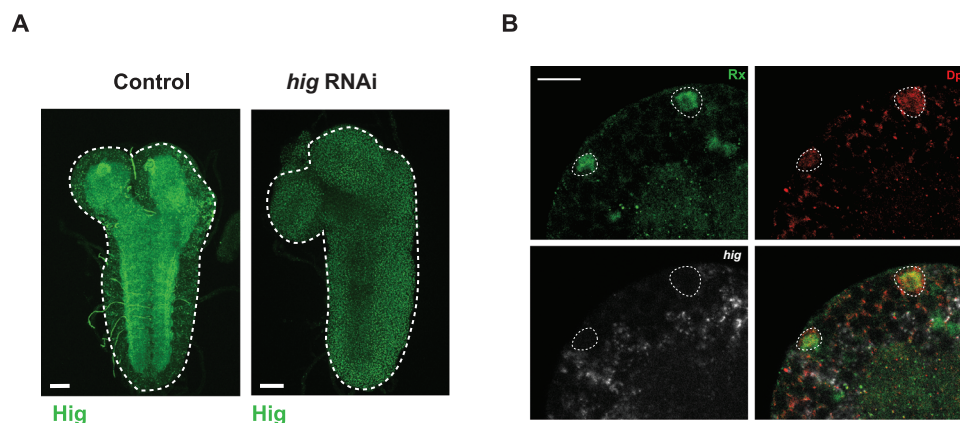

**Figure EV3. Neuronal *hig* knockdown efficiency and lack of *hig* expression in mushroom body NSCs.**

(A) Efficiency of *elav*-GAL4>*hig*RNAi, Control: *elav*-GAL4 > *w<sup>1118</sup>*. 0 h ALH at 29 °C, Scale bars - 20µm. White dashed lines indicate the CNS outline. (B) *hig* is not expressed in mushroom body (MB) NSCs (Rx + ) at 0 h ALH, scale bars, 10 µm, white dashed lines indicate the MB NSC. Source data are available online for this figure.

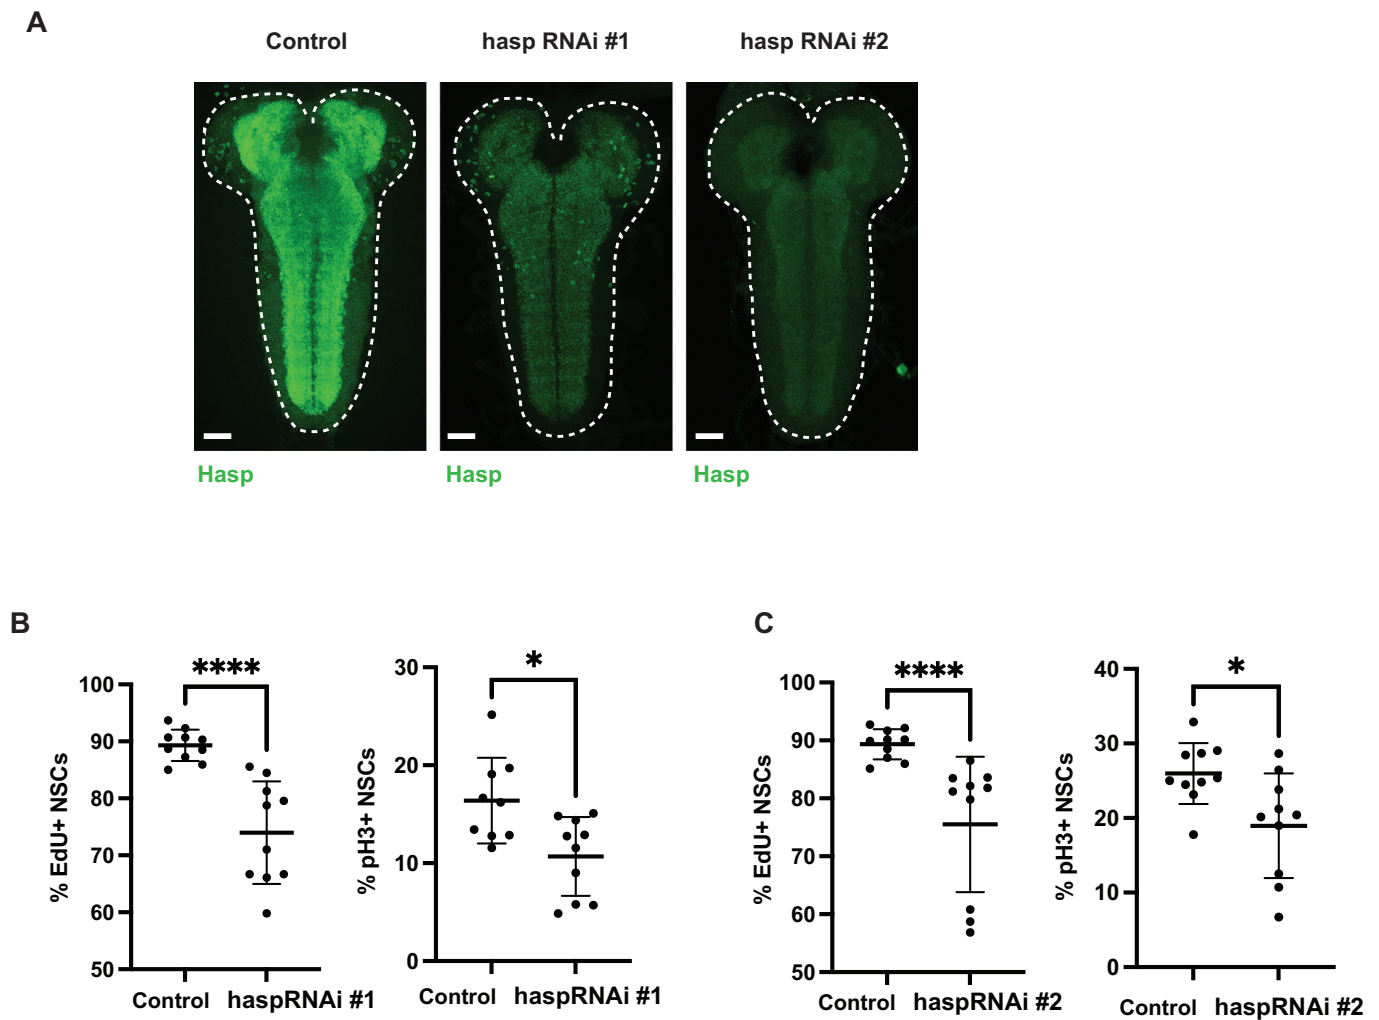

**Figure EV4. Neuronal *hasp* knockdown impairs NSC reactivation.**

(A) Efficiency of two *hasp* RNAi constructs expressed using *elav*-GAL4 with UAS-Dcr2 in the genetic background, control is *elav*-GAL4 > *w<sup>1118</sup>*, 24 h ALH at 29 °C. Scale bars, 20 μm. White dashed lines indicate the CNS outline. (B, C) *hasp* knockdown in neurons using *elav*-GAL4 leads to impaired NSC reactivation, quantified in the tVNC at 24 h ALH,  $n = 9$  control (#1,pH3),  $n = 10$  control (#1 EdU, #2)/haspRNAi#1/haspRNAi#2.  $P$  value (haspRNAi #1 pH3) = 0.0182,  $P$  value (haspRNAi #2 pH3) = 0.0185. \*\*\*\* $P < 0.0001$ , Mann-Whitney  $U$  test; error bars indicate SD, and the center is the mean. Source data are available online for this figure.

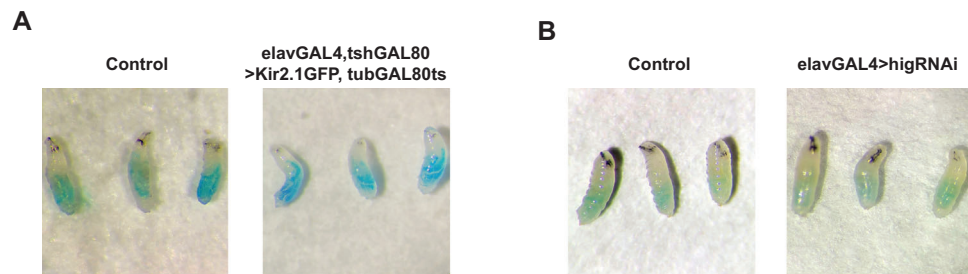

**Figure EV5. Nutritional intake upon neuronal hyperpolarisation.**

(A) Larvae continue to feed upon hyperpolarisation of brain lobe neurons after 0 h ALH (Control: *elav*-GAL4, *tsh*-GAL80 > UAS-mCD8-GFP, tubGAL80ts) and (B) RNAi-mediated knockdown of *hig* (Control: *elav*-GAL4 > UAS-mCherryRNAi). Images taken at 24 h ALH. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

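Cells were taken from 2 pools of stage 17 embryos (quiescence) and 2 of larval brains at 24 h ALH (reactivation), sorted for GFP driven by *wor*-GAL4 and sequenced as 10x Chromium libraries. Conditions and replicates were taken from the sample labels and the methods, and all 4 libraries could be assigned. The labels give version 2 of the chemistry for the first stage 17 library and version 3 for the other 3, so that the chemistry differs within stage 17.

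The authors deposited counts: whole numbers of UMIs per gene and called cell, made by demultiplexing, alignment, UMI counting and cell calling with Cell Ranger, with no normalization. Each library's counts cover the same 14240 genes, named by FlyBase identifier and symbol. The headers name an earlier version of Cell Ranger than the methods do, and neither names the genome build. The counts still held cells outside the study's limits on genes and mitochondrial share, so these filters were applied here. Of the 4152 cells called, 3567 had 200 to 6000 genes and at most 5% mitochondrial counts and were kept. The authors' own cell annotation, normalized values and integrated object were not used here, and neither were the study's imaging experiments.

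Depth differed between the libraries. The totals were 2219533 and 15290553 UMIs at stage 17 and 53458971 and 33037729 at 24 h ALH, and the sums over NSC-like cells at stage 17 rest on 27 and 25 cells. Single UMIs therefore decide low levels at stage 17.

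Clusters were found in R 4.3.3 with Seurat 5.3.0: log-normalization, 2000 variable features, CCA anchors over the 4 libraries, 30 dimensions and Louvain clusters at a resolution of 0.5, since the methods name the integrative analysis with default parameters and no resolution. A cluster was named from marker lists fixed before the data were examined, as were the main tests, the named genes, the 18 gene lists and all alternatives except those named as added. The rule that applies the markers was set with the clusters in view: at least 3 markers detected in 25% of cells, a lead of 0.5 on the log2 scale over other lists, and no more markers of another list among the 10 leading genes. Clusters that failed it stayed unnamed, as did those led by progenitor markers where *dpn* was not absent. Names may therefore differ from the study's clusters.

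Raw counts were summed per library and class and tested with edgeR 4.0.16 (TMM factors, genes kept by filterByExpr, robust quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The stage difference was tested in NSC-like sums and in neuron-like sums, 2 libraries against 2. The difference between NSC-like and neuron-like cells at stage 17, and the interaction of class and stage, came from 1 model of both classes with the library as a block, which shares its estimate of the spread over both stages. Gene lists written by hand on the topics of the study's GO terms, because no GO annotation was used here, were tested with camera of limma 3.58.1 at a preset correlation of 0.01, beside fry and camera with an estimated correlation. Of the 18 lists, 10 stand for topics of the study (release, assembly, receptors, channels, transmitter synthesis, transcription, translation, ribosomal proteins, DNA replication and mitosis), and 8 for other sources or states (heat stress, muscle, haemocyte, glia, trachea, Hox genes, temporal and NSC fate, and cell-cycle arrest).

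On simulated counts with the real library sizes and means, 200 genes changed by 2 on the log2 scale, and not all of them passed the filter on low counts. Each gene was given the same spread in every library, from the trend fitted to the data. The 2 NSC-like sums correlated at 0.678 at stage 17 and at 0.991 at 24 h ALH. A larger spread at stage 17 was not simulated, so the recovery and false calls hold for equal spread only. Of the changed genes that were tested, 125 of 193 were recovered in the NSC comparison, 64.8% (7053 genes, 6 false calls), 166 of 194 in neurons, 85.6% (7128 genes, 6 false calls), 121 of 197 between classes at stage 17, 61.4% (7798 genes, 12 false calls), and 103 of 195 for the interaction, 52.8% (7738 genes, 6 false calls).

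The neuron score was an own version of the UCell rank score over 30 genes, with ranks capped at 1500, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, after drawing 1000 UMIs per cell without replacement with a fixed seed. The same thinning was used for shares of cells with a UMI, which are given with exact binomial intervals that cover counting error only. A count of 0 was taken to allow 3. Means over libraries are given with the SD over 2 libraries, and an exact permutation test of 2 libraries against 2 cannot give a p under 0.333. Doublets were called per library with Scrublet in scanpy 1.11.5 and kept in the main results.

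The genes named are those that the text and legends name for these data, those drawn in Fig. 4D, and the 5 with the largest rise and the 5 with the largest fall between the stages in NSC-like cells, among genes past the threshold with a mean of at least 100 CPM in the higher stage and no overlap between stages. Places of genes come from the annotation of BDGP6.54, where 14140 of the 14240 identifiers were found, 13041 under the same symbol. The build used for counting is not named, and these places were used for description and for overlaps between genes only.

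The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, other minimum counts, a replicate block, NSCs picked as cells with at least 1 UMI of *dpn* and of *wor* (and neurons as cells with *nSyb* and without *dpn*), resolutions of 0.3 and 1.0, clusters found in each library alone with 20 dimensions, clusters found without neuronal genes, a mitochondrial maximum of 10%, no maximum of 6000 genes, NSC-like cells thinned to 1000 UMIs or left out below that depth, Scrublet calls left out, other settings of the score, and each library left out in turn. With 1 library left in a stage, that library is assumed to vary like the others. Score genes ranked by a Mann-Whitney test, and libraries left out in the comparison of classes and in the interaction, were added after the data were seen. Figures were drawn with matplotlib 3.10.9.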

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

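All tests of explanations given here were chosen after the results were seen, while the comparisons themselves and the gene lists were set beforehand.

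The stage difference was not the same in NSC-like and neuron-like cells for 1153 of 7915 genes (interaction test, edgeR's quasi-likelihood test, adjusted p under 0.05). Of these, 702 rose more, or fell less, toward stage 17 in NSC-like cells, and both count here as rising more. Without the second stage 17 library 731 genes were called, of which a minority, 298 or 40.8%, rose more in NSC-like cells. Without the first or second 24 h ALH library 422 and 352 were called, 91.2% and 87.8% of them with a larger rise. The chemistry of the first stage 17 library was weighed as a source: without that library 1557 genes were called, which argues against it as the whole cause. RNA of neurons inside the droplets of NSC-like cells was weighed next. Of the 702 genes, 405, 57.7%, were called lower in NSC-like than in neuron-like cells at stage 17, against 2025 of all 7915 genes tested, 25.6%. This is consistent with RNA of neurons in stage 17 NSC-like cells, and it is equally what NSCs that make neuronal RNA at a low level would show. The 2 stages also differ in depth and in the dissected material, whole embryos against brains, and the biological difference named by the design, quiescence against reactivation, stays open and untested beside these.

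The muscle list, which the paper's text does not discuss, had a median log2 fold change of 3.70 in NSC-like cells, higher at stage 17, with 11 of 14 genes called (12 when adjusted over the list alone) and an adjusted p of 6.61e-05 in camera and 0.0551 in fry. The study's own table of GO terms for qNSCs also holds somatic muscle development, with 21 of 77 genes (the paper's reported values are 4.53-fold and a false discovery rate of 2.02e-06). The list held 16.7 and 6.22 UMIs per 10000 UMIs in NSC-like cells of stage 17 and 3.10 and 3.01 at 24 h ALH. Muscle-like cells held 1722 and 1679 at stage 17 and 2033 and 1626 at 24 h ALH, and the sorted stage 17 cells came from whole embryos. All 14 genes also had at least 10 UMIs in both NSC-like sums of 24 h ALH, and no other list holds any of them. The most abundant was *Tm1*, with 261 and 281 CPM in NSC-like cells at stage 17 and 24 h ALH and a log2 fold change of -0.11, followed by *Mlc2* (4.13) and *Act57B* (4.51). If muscle RNA from the embryos were the source, other cells of these libraries would carry it too. In neuron-like cells the list's median log2 fold change was 2.37, and *Tm1*, at 626 and 627 CPM, did not change there either, so that the list's summed level in these cells hid the rise of the other genes (9.92 and 12.5 UMIs per 10000 at stage 17 against 9.18 and 10.2). This is consistent with RNA from muscle cells in the stage 17 libraries. The list's median interaction was 0.97, so that a further rise in NSC-like cells stays open, as does quiescence as its cause, which was not tested. Without the first stage 17 library the median in NSC-like cells was 2.85, and without the second 4.65.

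Hox genes, also outside what the paper's text discusses, had a median log2 fold change of 4.30 in NSC-like cells, higher at stage 17 in each of the 5 genes that could be tested of 8 listed, with 4 called over all genes and 4 when adjusted over the list alone (adjusted p = 0.0235 in camera and 0.0618 in fry). The list was not called without the first stage 17 library (median 2.32, adjusted p = 0.265) or the second (3.12, adjusted p = 0.169). The study's table of GO terms for qNSCs holds segment specification with 10 of 35 genes (the paper's values are 4.75-fold and a false discovery rate of 0.00181). Hox genes mark position along the body, and the 24 h ALH cells came from larval brains, which could have held fewer cells of the nerve cord than whole embryos. If so, neuron-like cells should show the rise too, and in these the median log2 fold change was 1.63. This is consistent with a difference in the regions sampled. The interaction had a median of 2.02, so a larger change in NSC-like cells, by quiescence or by which NSCs were caught, stays open and was not tested further.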

How the results depend on the processing

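The alternatives were planned apart from score genes ranked by a Mann-Whitney test, and libraries left out in the comparison of classes and in the interaction, which were chosen after seeing the data. Not counting libraries left out, 84 values of the main results and 804 of single genes and the remaining lists kept their direction and their side of the threshold, or stayed within their spread. Of the main results, 30 moved beyond their spread or by over 1.5 times, 5 lost the threshold and 2 gained it. Among single genes and the lists for other sources or states 36 lost the threshold, 27 gained it and 17 changed direction. Unless construction shows it, the cause was not tested.

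With NSCs picked by UMIs of *dpn* and *wor*, 4690 genes differed between quiescent and reactivated NSCs (2187 of the 2423 main genes among them), and 1930 between NSCs and neurons at stage 17. *klu*, *ase* and *mira* changed direction in NSCs, to log2 fold changes of -0.60, -0.63 and -0.12, *klu* in neurons to 0.15, and the glia list to -0.61. The transcription list, with a median of -0.86, gained the threshold. The stage difference in neuron score was 0.0906, and the share of NSCs with a UMI of the 5 neurotransmission genes 68.6% at stage 17 and 9.11% at 24 h ALH. Neurons picked by *nSyb* without *dpn* made up 75.1% and 32.6% of the cells.

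With clusters at a resolution of 1.0, 4834 genes differed (2259 of the main genes among them), *klu*, *ase* and *mira* changed direction (-0.61, -0.74 and -0.49), the score difference was 0.0756 and the NSC-like share at stage 17 7.71%. At a resolution of 0.3 the score difference was 0.00811 and the neuron-like share at stage 17 46.2%. With clusters found in each library alone, 4295 genes differed, *klu* and *ase* changed direction (-0.36 and -0.22), and neuron-like shares were 45.3% and 15.1%. With a mitochondrial maximum of 10%, the neuron-like share at stage 17 was 46.5%. These settings put other cells in each class, by construction.

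Thinning NSC-like cells to 1000 UMIs left 210 genes called, of fewer genes tested. The score difference was 0.00697 at 500 UMIs per cell, 0.0262 at 2000 and 0.0267 without thinning, and 0.00666 with ranks capped at 500. The share with a UMI of the 5 genes moved with depth and with the cells deep enough to be kept. At 24 h ALH it was 0.982% at 500 UMIs, 4.33% at 2000 and 39.1% without thinning, and at stage 17 46.0% at 2000 UMIs and 45.0% without thinning. With score genes ranked by a Mann-Whitney test the difference was 0.0565, without thinning as well 0.0676, and with the gate as well 0.391.

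With every gene that had a count, *klu* changed direction in NSCs (-0.026), as did the temporal and NSC fate list (-0.22). The interaction of *klu* turned from near 0 to 0.28 with DESeq2, 0.28 with RLE factors, 0.023 with every gene that had a count and 0.061 with Scrublet calls left out. Under an estimated correlation, 0 of the 18 lists were called by camera, so that release, assembly and receptors (medians 3.65, 2.90 and 2.97) and translation (-0.66) lost the threshold (adjusted p = 0.538 for each). Before adjustment, none of the lists' p-values under that setting was under 0.05 either, the lowest being 0.101. Under fry the receptors (2.97) lost it (adjusted p = 0.0618) and transcription (-0.59) gained it (adjusted p = 0.0170).

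With each library left out in turn, the stage comparison gave 725 to 2884 genes in NSCs and 549 to 4230 in neurons, the comparison of NSCs with neurons at stage 17 gave 2134 to 3486, and the interaction 352 to 1557. Of the 18 lists, 7 to 11 were called. The score difference ranged from 0.00506 to 0.0173. The translation list ranged from -0.75 to -0.57, transcription from -0.65 to -0.16, transmitter synthesis from -0.25 to 5.23, trachea from -2.25 to 1.82, temporal and NSC fate from -0.76 to 1.23 and cell-cycle arrest from -1.35 to 0.26. The glia, haemocyte and trachea lists could not be tested without either 24 h ALH library.

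Among single genes, leaving out a library gave ranges that cross 0 in NSCs for *Hasp* (-10.22 to 2.04) and *ase* (-0.018 to 0.78). In neurons they did so for *dpn* (-0.59 to 0.49), *klu* (-0.45 to 0.072), *mAChR-A* (-0.20 to 0.92) and *nAChRalpha5* (-0.16 to 1.08), and in the interaction for *klu* (-0.26 to 0.16) and *Hasp* (-9.75 to 0.86). The values of *Hasp* near -10 are fits against 0 UMIs and no bounds. Depth limits the stage 17 side: its NSC-like cells hold 97152 UMIs in the first library and 287611 in the second.

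The replicate numbers were checked for pairing. The deviations of same-numbered libraries from their stage means correlated at -0.028 in NSC-like and 0.041 in neuron-like sums, so that they share only a number. With the replicate as a block, 1995 genes were called in NSCs and 2351 in neurons, and *dpn* changed direction in neurons (0.044).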

Differences from the paper's values

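The neuron score of quiescent NSCs is about 0.3 in the paper (Fig. 4E, read by eye) and was 0.0262 here. That of reactivated NSCs is about 0.08 (Fig. 4E, read by eye) and was 0.0118. For neurons during quiescence the paper shows about 0.9 (Fig. 4E, read by eye), and the score was 0.267. For neurons after reactivation it shows about 0.8 (Fig. 4E, read by eye), and the score was 0.241. Under every alternative set before the data were examined, each of the 4 groups differed from the paper's value.

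Of 3 alternatives chosen after seeing the values, the one that ranks the 30 genes by a Mann-Whitney test after thinning gave 0.671 and 0.603 for neurons at stage 17 and at 24 h ALH and 0.0560 for reactivated NSCs, which were not counted as differing, and 0.112 for quiescent NSCs, which differed. A difference was counted where 1 value was over 1.5 times the other, a limit with no fixed meaning near the lowest value of a rank score, which was 0.00967 here and is not known for the paper's. The same genes without thinning gave 0.843 and 0.848 for neurons, not counted as differing, and 0.197 and 0.130 for quiescent and reactivated NSCs, which differed. With NSCs also picked by UMIs of *dpn* and *wor*, these genes gave 0.780 and 0.714 for neurons, not counted as differing, and 0.563 and 0.172 for quiescent and reactivated NSCs, which differed.

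The paper describes most cells of the integrated data as neurons. Over the 4 libraries, 1356 of 3567 cells were neuron-like here, 38.0%. The alternatives gave between 26.5% and 38.0%, except that taking neurons as cells with *nSyb* and without *dpn* UMIs gave 1952 cells, 54.7%. Clusters at a resolution of 0.3 and 1.0 gave 32.5% and 38.0%, and a mitochondrial maximum of 10% gave 33.9%. Within the stage 17 libraries neuron-like cells were 53.1% and 54.5%, and within those of 24 h ALH 20.6% and 28.0%. The clusters were rebuilt and may differ from the study's.

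The paper also names progenitors and trachea among the smaller populations, and no cluster carried either name here. Clusters at a resolution of 1.0 gave 93 tracheal cells and progenitor clusters of 184 and 59 cells, clusters found without neuronal genes 91 and 319, and a mitochondrial maximum of 10% 136 and 343. Clusters found in each library alone gave 144 progenitors in the first 24 h ALH library and no trachea.

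The legend of Fig. 5A names *hasp* among the genes higher in quiescence. *Hasp* had a log2 fold change of 1.63 that was not past the threshold (adjusted p = 0.102, edgeR). It was called with clusters at a resolution of 1.0 (3.36, adjusted p = 0.00173), with clusters found in each library alone (3.87, adjusted p = 0.00417), with *dpn* and *wor* as a gate (3.26, adjusted p = 0.00843), with every gene that had a count (1.44, adjusted p = 0.0308), with a mitochondrial maximum of 10% (2.32, adjusted p = 0.0126) and without the first stage 17 library (2.04, adjusted p = 0.00558).

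The paper names transcription among the functions of genes of reactivated NSCs. The list of transcription initiation genes was not past the threshold here (median log2 fold change -0.59 at stage 17 over 24 h ALH, adjusted p = 0.121, camera). It was called under fry (adjusted p = 0.0170), with *dpn* and *wor* as a gate (-0.86, adjusted p = 0.00211) and without the first stage 17 library (-0.50, adjusted p = 0.0463). The list is not the GO term that the paper used.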

Other observations

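All tests of explanations in this part were chosen after the results were seen.

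Neuronal RNA at stage 17 was not limited to NSCs and neurons. Glia-like cells carried the neurotransmitter release list at 3.43 and 4.63 times the level of the NSC-like cells of the same library, while at 24 h ALH the glia-like cells held 4.59 and 4.26 UMIs of the list per 10000 and the NSC-like cells 4.91 and 4.65. RNA of neurons carried by stage 17 cells that do not express it would give such ratios. The ratios are no test of it apart from the observation itself, since expression of these genes by the glia-like cells was not ruled out. A candidate explanation of the neuronal genes in stage 17 NSC-like cells is RNA or fragments of neurons taken up with the cell. Free RNA at 1 level in every droplet cannot be told apart from it for the NSC-like cells. Muscle-like cells, 11 and 9 in number, held the list at 0.547 and 2.03 times the NSC-like level, on both sides of it, and had neuronal RNA in shares that did not differ from those of NSC-like cells (Fisher's exact test, p = 1 and 0.306, two-sided). Free RNA at 1 level does not account for the glia-like cells, which held the list at 6.28 and 2.28 times the level of muscle-like cells and had neuronal RNA in a larger share of cells (Fisher's exact test, p = 5.45e-04 and 0.00223, two-sided). The chemistry of the first stage 17 library is argued against, since the list's median log2 fold change was 3.81 without it. Low expression of neuronal genes in both NSCs and glia of the late embryo stays open and was not tested, as the glia-like class holds only 14 and 17 cells at stage 17.

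The cells with UMIs of both *dpn* and *wor* fell into groups with and without neuronal RNA, taken here as a level of neuronal genes of 0.15 or more relative to neurons. At stage 17, 17 of 33 and 32 of 42 such cells had it, 51.5% and 76.2%, and at 24 h ALH 57 of 603 and 24 of 376, 9.45% and 6.38%, cells over 6000 genes included. Random loading of 2 cells into 1 droplet was not decided, since the share of droplets with 2 cells was not measured. Even with 2 cells in every droplet, it would reach only about the share of neurons among the cells. Neuron-like clusters made up 53.1% and 54.5% at stage 17, so that 51.5% is near this limit and 76.2% above it. With neurons taken as cells with *nSyb* and without *dpn* UMIs, 64.3% and 86.0%, both lie below it. Random loading alone would thus need 2 cells in most stage 17 droplets. Scrublet marked 2 of the 33 and 0 of the 42 *dpn*+ *wor*+ cells of stage 17 that passed the filters. In the cells with neuronal RNA, the level of neuronal genes relative to neurons was 0.444 and 0.622 at stage 17 and that of NSC genes relative to NSCs 0.583 and 0.413. The sums of the 2 levels were 1.03 (95% interval 0.916 to 1.15) and 1.04 (0.960 to 1.11) at stage 17 and 0.992 and 0.974 at 24 h ALH. This was tested first on such cells of 1 cluster and then without regard to clusters. Sums near 1, with 1.036 the farthest, are consistent with 2 cells, an NSC and a neuron, under 1 barcode, loaded at random or stuck together, and a cell that runs both programs at part strength would give the same sum and stays open.

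The NSC and neuron profiles of each library were mixed at the neuronal level of these cells. If these cells were a state with genes of its own, genes should stand above this 1 mixture by 1.5 times or more. In both stage 17 libraries 4 of 673 genes did, 0.594% (*MtnA*, *Hsp23*, *Obp44a* and *zld*), and at 24 h ALH 2 of 629 (*Crz* and *Fas3*), which argues against such a state as far as genes of its own mark it. These genes were named after their values were seen. Stage 17 cells of other kinds also had neuronal RNA: 10 of 14 and 16 of 17 glia-like cells, 71.4% and 94.1%, against 2 of 27 and 3 of 25 NSC-like cells, 7.41% and 12%, and 1 of 6 and 3 of 11 glia-like cells at 24 h ALH. Muscle-like cells of stage 17 had it in 0 of 11 and 3 of 9. The kinds thus differ, with glia-like cells above the *dpn*+ *wor*+ cells and muscle-like and NSC-like cells below them. Neuronal RNA in stage 17 cells of every kind cannot be told apart here as a source, because clustering on expression can place cells with neuronal RNA outside the muscle-like and NSC-like clusters. The *dpn*+ *wor*+ cells with neuronal RNA held more UMIs than those without at stage 17 (medians of 9061 against 5641, and 30076.5 against 14220.5). At 24 h ALH they held about as many (69174 against 72353, and 60045 against 59292.5). Neuron-like cells had medians of 4375 and 7318 at stage 17 and 16415.5 and 11468 at 24 h ALH. A whole neuron in the droplet would add such a depth at both stages, and at 24 h ALH no such rise was seen. In the second stage 17 library the rise exceeded the neuron-like median.

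At 24 h ALH, the *dpn*+ *wor*+ cells with neuronal RNA might be quiescent NSCs still present in the larval brain. Genes that mark stage 17 NSCs, 12 and 10 of them and each chosen in the libraries of the other replicate number, stood at 0.149 and 0.170 of the level that stage 17 NSCs would bring with their share, which argues against it. Single cells of that kind were not looked for.

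The unnamed cluster led by *hdc*, *goe* and *Thor* held 71 and 85 cells at stage 17 and 88 and 73 at 24 h ALH, with *hig* at 21.3 and 13.3 UMIs per 10000 in its stage 17 cells without *dpn* and *wor* UMIs, between NSC-like (41.4 and 17.7) and neuron-like cells (2.62 and 2.93). These cells could be quiescent NSCs whose *dpn* and *wor* were missed at their depth. *klu*, which was not used to pick them, stood at 0.0326 and 0.0495 of its level in NSC-like cells. *sna* was lower too, at 1.13 and 0.422 UMIs per 10000 against 19.1 and 3.45. These 2 genes argue against this for the cells as a group. *trbl* and *Thor*, which lead the cluster, were not lower than in NSC-like cells, with *trbl* at 3.00 and 3.31 against 2.79 and 1.51. The genes thus point both ways, and the explanation was not excluded. Progenitors or young neurons, for which *tap* among the leading genes would speak, stay open and were not tested.

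The remaining lists were not past the threshold in the stage comparison of NSC-like cells by camera. The heat stress list (17 of 20 genes tested) had a median log2 fold change of -1.36 (adjusted p = 0.858 in camera and 0.0330 in fry), with 4 genes called higher at stage 17 among the 11 called, and 12 called over the list alone. The haemocyte list (4 of 10) had a median of -0.98 (adjusted p = 0.801 in camera and 0.0284 in fry), with 1 gene called and 2 over the list alone. The glia list (4 of 13) had a median of 0.33 (adjusted p = 0.750, and 0.0713 in fry), with 1 gene called, also over the list alone. The trachea list (6 of 13) had a median of -0.32 and a mean of 0.38, with camera's direction up (adjusted p = 0.502, and 0.103 in fry), 1 gene called and 0 over the list alone. For temporal and NSC fate (10 of 13) the median was 0.13 (adjusted p = 0.718, and 0.442 in fry), with 5 genes called, 3 of them higher at stage 17, and 6 over the list alone. The list for cell-cycle arrest (8 of 9), 3 genes of which other lists also hold, had a median of -0.84 and a mean of -0.07, and camera's direction was up (adjusted p = 0.518, and 0.0627 in fry), with 4 genes called, 2 of them higher at stage 17, and 4 over the list alone.

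The thresholds that left clusters unnamed were set with the clusters in view. The cluster led by *hdc*, *goe* and *Thor* made up 17.4% and 6.97% of the cells at stage 17 and 9.53% and 7.19% at 24 h ALH. One led by *Ccp84Ag* and *Col4a1* among others made up 2.45% and 28.3% at stage 17 and 0% and 3.05% at 24 h ALH, and one led by *E(spl)m6-BFM* and *Hr51* 1.22%, 0.164%, 3.03% and 14.3% in the same order. A cluster led by cuticle genes made up 11.2%, 4.92%, 2.38% and 4.43%, one led by *insb* and *nerfin-1* 0.978%, 0.164%, 7.48% and 8.08%, and the smallest 0.978%, 0.820%, 0.542% and 0.394%.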
